# Microglia undergo sex-dimorphic transcriptional and metabolic rewiring during aging

**DOI:** 10.1186/s12974-024-03130-7

**Published:** 2024-06-05

**Authors:** Seokjo Kang, Emily Y. Ko, Amelia E. Andrews, Juliana E. Shin, Karina J. Nance, Pijus K. Barman, Peter S. Heeger, Willard M. Freeman, Bérénice A. Benayoun, Helen S. Goodridge

**Keywords:** Microglia, Aging, Alzheimer’s disease, Sex differences

## Abstract

Microglia, the brain’s resident macrophages, maintain brain homeostasis and respond to injury and infection. During aging they undergo functional changes, but the underlying mechanisms and their contributions to neuroprotection versus neurodegeneration are unclear. Previous studies suggested that microglia are sex dimorphic, so we compared microglial aging in mice of both sexes. RNA-sequencing of hippocampal microglia revealed more aging-associated changes in female microglia than male microglia, and more sex differences in old microglia than young microglia. Pathway analyses and subsequent validation assays revealed a stronger AKT-mTOR-HIF1α-driven shift to glycolysis among old female microglia and indicated that C3a production and detection was elevated in old microglia, especially in females. Recombinant C3a induced AKT-mTOR-HIF1α signaling and increased the glycolytic and phagocytic activity of young microglia. Single cell analyses attributed the aging-associated sex dimorphism to more abundant disease-associated microglia (DAM) in old female mice than old male mice, and evaluation of an Alzheimer’s Disease mouse model revealed that the metabolic and complement changes are also apparent in the context of neurodegenerative disease and are strongest in the neuroprotective DAM2 subset. Collectively, our data implicate autocrine C3a-C3aR signaling in metabolic reprogramming of microglia to neuroprotective DAM during aging, especially in females, and also in Alzheimer’s Disease.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-024-03130-7.

## Background

Aging is a major risk factor for neurodegenerative diseases such as Alzheimer’s Disease (AD) and Parkinson’s Disease, and even healthy aging is accompanied by cognitive decline [1]. The underlying mechanisms are poorly understood, but impaired neurogenesis, loss of synapses and increased microglial reactivity are features of the aged brain in both humans and mice [2].

Microglia, the brain’s resident macrophages, are derived from precursors in the yolk sac during primitive hematopoiesis and populate the brain where they are maintained throughout life by self-renewal [3, 4]. Microglia regulate brain development, support neuronal networks, clear debris and apoptotic cells, prune dysfunctional synapses, and repair tissue damage [5]. Altered microglial function is observed during brain aging and thought to contribute to AD development [6]. Neuroprotective phagocytic microglia (disease-associated microglia, DAM) have been reported to arise during brain aging and in AD [7] upon sequential conversion of homeostatic microglia to DAM1 (Trem2-independent) and then DAM2 (Trem2-dependent). However, aging-associated chronic, low-grade inflammation in the brain can result in dysfunctional microglial phagocytosis of cellular debris and lead to amyloid beta deposition in plaques in the AD brain [8], and dysfunctional, proinflammatory subsets of microglia have also been reported during aging [9].

Sex differences are evident in adult microglia [10–12] and in brain aging and AD [13, 14], but it is unclear how sex differences in microglia impact brain aging. Notably, emerging research underscores the potential for microglia to exhibit sex-specific responses when confronted with immune challenges, including infection or injury [10, 15]. These sex-dimorphic responses may underlie varying susceptibilities to neuroinflammatory conditions and, importantly, could contribute to different rates of cognitive decline between males and females. Thus, it is important to understand the mechanisms underlying microglial activation, plasticity and heterogeneity in both sexes throughout life in order to prevent or delay age-related cognitive decline and reduce neurodegenerative disease risk.

In the present study, we first analyzed changes in the transcriptomes of microglia from the hippocampus of young and aged mice of both sexes. Pathway analyses revealed metabolic changes consistent with increased glycolysis in old microglia and implicated elevated AKT-mTOR-HIF1α signaling in these metabolic differences. Notably, the metabolic shift, which we confirmed with Seahorse assays of microglia from the hippocampus and cortex, was more pronounced in females and reflects more abundant DAM in the hippocampus of old females than their male counterparts. Mechanistically, our data indicate that the shift to glycolysis is driven by enhanced production of the complement factor C3a by DAM and autocrine signaling via C3aR. We also observed a similar pattern of elevated glycolysis and complement gene expression in microglia from the 5XFAD model of early onset AD, specifically in the DAM2 subset. Our study sheds mechanistic light on the programming of DAM and highlights the importance of understanding sex differences. Sex-specific approaches to modulate microglial metabolic regulation could pave the way for novel clinical interventions to maintain microglial health and enhance microglial function to preserve cognition during healthy aging and in patients with neurodegenerative diseases.

## Methods

### Mice

Wild-type C57BL/6 mice were from The Jackson Laboratory and the National Institute on Aging (NIA) colony at Charles River Laboratories and were maintained at Cedars-Sinai Medical Center animal facility. For transcriptome analyses, male and female C57BL/6J mice (3- and 24-month animals) were purchased from The Jackson Laboratory. For Seahorse XFp analyses, male and female C57BL/6JNia mice (3- and 22-24-month animals) were obtained from the NIA colony. For histology and western blot analyses, male and female C57BL/6J (3-4-month-old animals) and C57BL/6JNia (23-24-month-old) mice were used. Animals were acclimated in our facility at Cedars-Sinai Medical Center for 2–4 weeks before any processing, and all procedures were performed with Institutional Animal Care and Use Committee approval.

### Microglial isolation from adult mouse brains

Mice were transcardially perfused with ice-cold Ca^2+^- and Mg^2+^-free HBSS (Corning) containing Actinomycin D (5 µg/ml) and Triptolide (10 µM) to prevent microglial activation during ex vivo analysis [16]. Actinomycin D (5 µg/ml), Triptolide (10 µM) and Anisomycin (27.1 µg/ml) were also used during brain dissection, tissue dissociation, myelin removal, and CD11b^+^ microglia isolation steps. After dissecting brains, tissues were dissociated using the Neural Tissue dissociation kit, papain based (Miltenyi Biotec). Following dissociation, cells were filtered through a 70 μm strainer to obtain single cells, and myelin was cleared with Myelin removal beads II (Miltenyi Biotec). Microglia were sorted using Anti-CD11b MicroBeads (Miltenyi Biotec) using AutoMACS. After sorting, cells were pelleted and stored at − 80 °C for further RNA extraction or cells were plated (70 K cells/well) in XFp plates and immediately used for Seahorse XFp analysis.

### Primary microglial culture and C3a stimulation

Primary microglia were obtained from the cerebral cortices and hippocampi of male and female postnatal day 1–2 C57BL6/J mouse pups (bred in house). Meninges were carefully removed in ice-cold Ca^2+^- and Mg^2+^-free Hanks’ balanced salt solution (HBSS; Corning). The tissues were triturated with a glass pipette in Dulbecco’s modified Eagle’s medium (DMEM; HyClone) containing 10% fetal bovine serum (FBS; Sigma-Aldrich) and 1% penicillin, streptomycin, and glutamine (P/S/G; Sigma-Aldrich). Single cells from a brain in 20 ml of culture medium were plated on a poly-D-Lysine (PDL)-coated T-75 flask. After a 24 h incubation at 37℃ in a humidified 5% CO_2_ incubator, culture medium (DMEM with 10% FBS and 1% P/S/G) including 10 nmol/ml mM-CSF was changed to remove floating debris. On day 8 in vitro (DIV8), 4 ml of 10 nmol/ml mM-CSF containing culture medium was added, and on DIV10–11, microglia were isolated from the mixed glial culture by tapping the flask. Isolated microglia were plated on PDL-coated cell culture plates and incubated for 1 day (37℃, 5% CO_2_) before using. Primary microglia were stimulated with vehicle (PBS) or recombinant mouse C3a (10 nM; Peprotech) for the indicated time as in each figure legend. To inhibit glycolysis or the mTOR pathway, primary microglia were pre-treated (1 h) with 5 mM 2-DG (Sigma-Aldrich) or rapamycin (50 nM; Sigma-Aldrich), respectively, prior to C3a (10 nM) treatment for 18 h.

### Measurement of real-time glycoPER and OCR

Real-time glycolytic proton efflux rate (glycoPER) and oxygen consumption rate (OCR) were measured using a Seahorse XFp analyzer (Agilent Technologies) according to the manufacturer’s instructions. Briefly, CD11b^+^ microglial cells isolated from cortex and hippocampus of young (3-month) and old mice (22-24-month) were resuspended in Seahorse XF DMEM medium, pH7.4 (Agilent, #103575-100) or Seahorse XF base medium (Agilent, #103334-100) for Glycolytic Rate assay or Mito Stress assay, respectively. Single cell suspensions were plated on PDL-coated XFp microplates at 70,000 cells per well and used for Glycolytic Rate assay and Mito Stress assay on the same day as cell isolation. For Glycolytic Rate assay of C3a-treated primary young microglia, 45,000 cells were plated on PDL-coated XFp microplates and rested for 1 day (37℃, 5% CO_2_) followed by C3a treatment with or without rapamycin or 2-DG. Basal and compensatory glycolysis were evaluated by treating with rotenone/antimycin A (0.5 µM) and 2-DG (50 mM); basal respiration and ATP production were evaluated by treating with oligomycin (1.5 µM), FCCP (2 µM), and rotenone/antimycin A (0.5 µM) according to the manufacturer’s instructions.

### Western blotting

Lysates from primary microglia or hippocampal brain tissues were prepared in RIPA lysis buffer containing a cocktail of protease and phosphatase inhibitors (Thermo Fisher Scientific, #78,441). Protein concentration was determined by BCA assay kit (Thermo Fisher Scientific). Cell lysates and brain homogenates were resolved on 4–20% SurePage™ gels (GenScript) in MOPS buffer (GenScript) and transferred to a PVDF membrane (Merck Millipore). Membranes were blocked for 1 h at room temperature with 5% skim milk in Tris-buffered saline containing 0.1% Tween-20 (TBST) and incubated overnight at 4 °C with anti-p-AKT (Ser 473, 1:2,000; Cell Signaling Technology, #4060), anti-AKT (1:2,000; Cell Signaling Technology, #4691), anti-p-mTOR (Ser2448, 1:2,000; Cell Signaling Technology, #5336), anti-mTOR (1:2,000; Cell Signaling Technology, #2972), anti-HIF-1α (1:2,000; Novus, #NB100-449), anti-C3aR (1:1,000, Santa Cruz, #sc-133,172), and anti-β-actin (1:1,000; Cell Signaling Technology, #3700) antibodies. After washing, membranes were incubated with the appropriate horseradish peroxidase-conjugated secondary antibody for 1 h at room temperature. Immunoreactive proteins were detected using an enhanced chemiluminescent (ECL) substrate (Thermo Fisher Scientific) and the iBright imaging system (Thermo Fisher Scientific).

### In vitro assessment of fibrillar Aβ_1−42_ phagocytosis

FITC-Aβ_1−42_ peptide (Bachem) was dissolved in 1,1,1,3,3,3-hexafluoro-2-propanol (HFIP; Sigma-Aldrich) to a final concentration of 1 mM. The HFIP was evaporated under a vacuum using Savant SPD2010 SpeedVac Concentrator (Thermo Fisher Scientific), and the dried peptide was stored at -80℃ [17]. Fibrillar Aβ was prepared by dissolving FITC-Aβ_1−42_ peptide to 1 mM in anhydrous dimethyl sulfoxide (anhydrous DMSO; Sigma-Aldrich) followed by dilution to 100 mM in PBS. The resulting solution was then incubated overnight at 37℃.

To assess phagocytosis, primary microglia were incubated with 1 µM FITC-fAβ_1−42_ for 30 min. To remove surface-bound FITC or FITC-Aβ, cells were treated with proteinase K (50 µg/ml; Sigma-Aldrich, #P5568) for 15 min at 4 °C before staining with Zombie Red cell viability assay dye (BioLegend, #423,109). Cells were further incubated with Fc block (2.4G2 cell supernatant) to prevent non-specific antibody binding prior to staining with BUV395 CD11b antibody (BD Biosciences, #563,553). Flow cytometry was performed using an LSRFortessa (BD Biosciences) and data were analyzed with FlowJo 10.9.0.

### Bulk RNA sequencing and pathway analyses

Total RNA was extracted using RNeasy Plus Micro kit (QIAGEN). Library prep and RNA-seq were performed at the Cedars-Sinai Applied Genomics, Computation, and Translational Core. RNA samples were analyzed for their RIN score prior to sequencing. The SMART-Seq V4 Ultra Low RNA Input Kit for Sequencing (Takara Bio USA, Inc., Mountain View, CA) was used for reverse transcription and generation of double stranded cDNA for subsequent library preparation using the Nextera XT Library Preparation kit (Illumina, San Diego, CA). Quantification of cDNA was performed using Qubit (Thermo Fisher Scientific). Indexed libraries were pooled and cleaned up, and the pooled library size was verified on a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA) and quantified via Qubit. Sample libraries were sequenced on a NovaSeq 6000 (Illumina) with a 1 × 75 bp read length and coverage of over 30 M reads/sample. Sequence reads were aligned to the mouse reference genome (mm10) using STAR (v.2.7.7a). Differentially expressed genes were identified using the DESeq2 package (v.1.26.0) in R (v.3.6.3; https://www.r-project.org/) with a false discovery rate less than 0.05. Prior to differential expression analysis using DESeq2, we pre-filtered the RNA-seq data to exclude genes with low counts. Only genes with at least six counts across samples were retained. Functional profiling of gene sets was performed using the KEGG database in Gene Set Enrichment Analysis software (https://www.gsea-msigdb.org). To assess canonical pathway enrichment, gene sets were analyzed using the Ingenuity Pathway Analysis tool (QIAGEN IPA).

### Analysis of single-cell RNA-seq data

Single-cell RNA-seq data were downloaded for GEO series GSE98969 [7]. Cells corresponding to CD45^+^ CD11b^+^ Gr1^–^ FACS-sorted samples in 7-wk and 20-mo mice were retained for the aging analysis (Batch descriptions beginning with “young_7w” or “old_20m”), and cells corresponding to CD45^int^ CD11b^int^ Gr1– FACS-sorted samples in 6-mo mice were retained for the Alzheimer’s analysis (Batch descriptions beginning with “AD6m” or “WT6m”). SCTransform, dimensionality reduction, and clustering were conducted using Seurat v4.3.0 [18]. Average expression of gene signatures was calculated using the module scoring function in Seurat. Microglial clusters were identified based on expression of Sall1 and 3 gene sets distinguishing microglia from macrophages [19]. Within microglia, homeostatic microglia and DAM (including the DAM1 and DAM2 subsets) were distinguished based on expression of the gene sets published in the paper that defined them [7], in comparison to Trem2 KO samples from the same study that lack DAM2 cells.

### Immunofluorescence staining and image acquisition

Mice were transcardially perfused with ice-cold PBS, followed by incubation in 4% PFA for 24 h (4℃) and then in 30% sucrose for 72 h (4℃). Cryo-cut coronal brain sections (30 μm thickness) were sequentially immersed in antigen-retrieval solution (Abcam) for 10 min; in mouse-on-mouse blocking reagent (Vector Laboratories) for 1 h; in 5% goat or donkey serum, 0.3% Triton X-100, and 0.5% bovine serum albumin for 10 min; and then incubated overnight at 4℃ with the following primary antibodies: Iba-1 (1:1,000; FUJIFILM Wako Pure Chemical Corporation, #019-19741), Iba-1 (1:1000; NOVUS Biologicals, #NB100-1028), CD68 (1:200; Bio-Rad, #MCA1957), C3aR (1:50; Santa Cruz Biotechnology, #sc-133,172), and p-mTOR (Ser2448, 1:200; Cell Signaling Technology, #5336). Slices were subsequently incubated for 1 h at room temperature with Alexa 488-, 568-, or 594-conjugated IgG secondary antibodies (1:500; Thermo Fisher Scientific), as appropriate, then counterstained with DAPI (0.4 µg/ml) for 10 min. Tissues were imaged using an LSM 780 confocal laser-scanning microscope (Carl Zeiss) with the same laser and intensity settings, and images were exported or analyzed using Zen 3.1 software (Carl Zeiss) and ImageJ software (NIH). Z-stack images were captured (1 μm interval; 11 slices for CD68 and p-mTOR analyses; 13 slices for C3aR analysis) using the ×40 objective lens on a Zeiss LSM780 confocal microscope. Three regions of the hippocampus were analyzed: CA1, CA3 and dentate gyrus. Total numbers of microglia were quantified by counting Iba-1^+^ cells in the hippocampus. CD68 puncta were also evaluated by assessing the proportion of Iba1^+^ cells with intense CD68 staining. C3aR and p-mTOR were evaluated using the ‘RG2B_Colocalization’ plugin in ImageJ (NIH).

### Statistics

Statistical analyses were performed using GraphPad prism 10.0 (GraphPad Software). To assess the normality of the distribution of the raw data, we performed the Shapiro-Wilk test. Comparisons between two groups were performed using two-tailed unpaired *t* tests. One-way ANOVA with Tukey’s post hoc tests was used to compare three or more independent groups. For comparison of multiple factors (e.g. sex and age effect), two-way ANOVA followed by Sidak’s multiple comparison test was used. Data are presented as mean (SD) or mean (SEM) as indicated in the figure legends. *P*-values less than 0.05 were considered statistically significant. Sample sizes were determined based on pilot experiments.

## Results

### Transcriptomic changes during microglial aging are sex dimorphic

To understand how aging impacts microglial gene expression, we performed bulk RNA-sequencing of hippocampal microglia isolated from healthy young (4-month) and old (25-month) mice of both sexes, which allowed us to define differences between young and old, as well as male and female mice (Fig. 1a and Suppl. Figure 1a). 

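Bulk RNA from hippocampal microglia of 20 mice was sequenced, with 5 young females, 5 young males, 5 old females and 5 old males. Young mice were 4 months old and old mice 25 months. According to the paper's methods, the mice were perfused with the transcription blockers actinomycin D and triptolide. The hippocampus was dissociated with papain, myelin was removed, and cells were selected with magnetic beads against CD11b, a surface protein that microglia share with other myeloid cells. Libraries were made with the SMART-Seq V4 kit for low RNA input and Nextera XT, sequenced from a single end and aligned with STAR to the mm10 genome. The deposited table holds expected counts for 55385 genes as whole numbers, and the program that counted them is not given in the sources used here. Total counts over genes were 17441785 to 23861911 in young females (median 20776384) and 17275616 to 19781107 in young males (median 18535064). They were 17491876 to 18998738 in old females (median 17822656) and 17570623 to 21865816 in old males (median 20591248). The paper states a depth of more than 30 M reads per sample, whereas the median total count is 18.6 M, and all values here use the counts. Young female mouse 3 had 17722 genes with at least 1 count and young male mouse 5 had 17956, against 20505 to 27161 in the other libraries. The spread between mice was wider in the young groups, with a median SD of log2 level of 0.23 in young females and 0.19 in young males, against 0.13 in old females and 0.12 in old males, over 9044 genes. Each comparison was fitted to its own libraries with edgeR's quasi-likelihood F test after TMM normalization, over genes with at least 6 counts summed across those libraries. A gene was called at a Benjamini-Hochberg adjusted p under 0.05. Expression levels are given as CPM normalized with TMM, as mean ± SD with n = 5 mice per group. Groups of genes were tested with limma's camera at a preset correlation of 0.01 between genes, on lists fixed before the data were examined.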

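Old microglia had a higher mean score than young microglia on the first principal component of log2 CPM, which held 15.6% of the variance, though the ranges of old and young mice overlapped. Old females scored 48.0 to 68.1 and old males -2.7 to 36.3, whereas young females scored -119 to -0.3 and young males -56.5 to 41.8. Age accounted for 53.7% of the variance in this score, with a difference of 80.7 between the means of old and young mice (two-sided permutation test, p = 0.00024). Among old mice, sex accounted for 70.0% of it, with each of the 5 old females above each of the 5 old males (difference 35.1, two-sided exact permutation test, p = 0.0079, the smallest p that 5 mice against 5 allow). Young female mice 2 and 5 had the lowest scores, -119 and -118.1, and young male mouse 3 the highest score of a young mouse. On the second component, which held 14.2%, young female mouse 3 scored -170.2 and young male mouse 5 scored -137.3. These are the libraries with the fewest genes detected. For each set of libraries or genes below the components were computed anew, so the first component need not be the one above. Without young female mouse 2, sex accounted for 2.5% of the new first score among old mice (exact permutation test, p = 0.69). Age accounted there for 16.3% over all mice kept (permutation test, p = 0.042), and the first 2 components held 15.5% and 14.4% of the variance. Without old female mouse 3, 4 or 5, age accounted for 21.3%, 21.7% or 25.1%. Without young female mice 2 and 5, chosen after their scores were seen, age accounted for 30.1% and sex among old mice for 43.0% (exact permutation test, p = 0.032), and over the 500 most variable genes sex accounted for 45.7% (exact permutation test, p = 0.04).

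**Figure D1:**
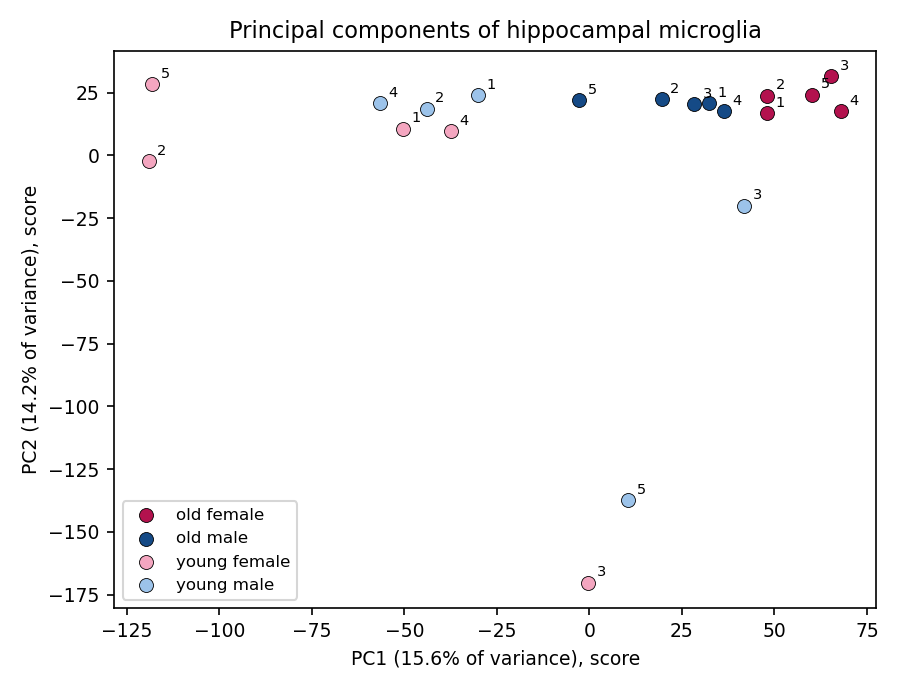
Scores of the 20 libraries on the first (15.6% of variance) and second (14.2%) principal components of log2 CPM, 1 point per mouse; YF, young female; OF, old female; YM, young male; OM, old male. Old females lie at 48.0 to 68.1 on the first component, and young female mice 2 and 5 at -119 and -118.1.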

Principal component and multi-dimensional scaling analyses revealed clear separation of young and old microglia, with further separation of males and females among the old mice, demonstrating that aging affects the transcriptome of microglia in both sexes, with a stronger effect in females than males (Fig. 1b and Suppl. Figure 1b). Consistent with this, analysis using multivariate linear modeling revealed that age drives stronger variation in gene expression than sex, with 41 sex-associated genes with age as a covariate (FDR < 5%; 23 upregulated and 18 downregulated in female microglia) and 4,290 aging-associated genes with sex as a covariate (FDR < 5%; 1,925 upregulated and 2,365 downregulated in old microglia) (Fig. 1c, d and Additional File 1a, b). Moreover, pairwise analyses revealed more differentially expressed genes (DEG) between old and young in female microglia than in male microglia (Aging DEG; old versus young for each sex), and more Sex DEG (female versus male for each age) in old microglia than young microglia (Fig. 1e-j, Suppl. Figure 1c and Additional File 1c-h).

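With sex as a covariate, genes for ribosomal proteins, the interferon response and antigen presentation by MHC class I were higher in old microglia. Of 79 ribosomal protein genes, 76 rose (77 when adjusted over the list alone; camera adjusted p = 4.01e-83), as did 34 of 34 interferon response genes (34 when adjusted over the list alone; camera adjusted p = 6.51e-36). Of 15 genes of MHC class I and peptide loading, 15 rose (15 when adjusted over the list alone; camera adjusted p = 1.72e-24). Of 20 neuron markers, 12 fell (15 when adjusted over the list alone; camera adjusted p = 2.89e-10), and of 9 choroid plexus and ependymal markers, 7 fell (8 when adjusted over the list alone; camera adjusted p = 6.92e-05, and adjusted p = 0.165 with an estimated correlation). The other calls of these lists held with an estimated correlation. Of the choroid plexus and ependymal markers, 7 fell with DESeq2 and 2 with voom and quality weights. In all, 1994 of 29231 genes tested were higher in old microglia and 1964 were lower.

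With age as a covariate, 20 genes were higher in female microglia and 6 were lower. Xist and the genes Kdm5c, Kdm6a and Eif2s3x, which escape X inactivation, were higher in females, and the Y-linked genes Ddx3y, Uty, Eif2s3y and Kdm5d were lower. Away from the sex chromosomes, Spp1, which encodes the secreted phosphoprotein osteopontin, was higher in females by a log2 fold change of 1.67 (adjusted p = 0.00158). Gpnmb, a transmembrane glycoprotein of lipid-laden phagocytes, was higher by 1.54 (adjusted p = 4.98e-06) and the cystatin gene Cst7 by 1.19. Cst7 was not called with DESeq2: of the list of DAM2 genes that holds it, 1 was higher with edgeR, 0 with DESeq2 and 7 with voom. In old mice alone Spp1, Gpnmb and Cst7 were higher in females by 1.97, 1.57 and 1.47, and in young mice alone none of them was called. Of that DAM2 list 0 genes were higher in young females at an unadjusted p under 0.05, and 1 was lower. The count of 26 sex-associated genes was 43 with DESeq2, 111 without a filter on low counts and 110 with voom and quality weights. With the mouse number as a block it was 87. With a score of other-cell markers (neuron, astrocyte, oligodendrocyte and endothelial, not choroid plexus) as a covariate it was 72. It was 14 without old male mouse 1 or old male mouse 3, 54 without young female mice 2 and 5, and 106 without the 5 young mice that stand apart (young female mice 2, 3 and 5 and young male mice 3 and 5), the last 2 choices made after the data were seen.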

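Among the genes with the largest rise in old females were Spp1, with a log2 fold change of 7.24 from a level of 2.27 ± 1.75 CPM, Gpnmb (6.78), the B cell chemokine gene Cxcl13 (6.42) and Cst7 (4.91). In old males the corresponding changes were 4.48, 5.83, 4.46 and 3.12. In female microglia 1489 genes were higher and 1438 lower in old than in young mice, and in male microglia 574 were higher and 152 lower. Of these, 520 were higher and 93 lower in both sexes, where independent calls would give 34.5 and 8.83, and none went opposite ways. Of 3955 aging-associated genes measured in both pairwise fits, 84.5% had the larger absolute log2 fold change in females (median 0.97 against 0.54 in males). The jackknife standard error of this share over the 20 libraries was 7.92 percentage points. Computed from mean log2 CPM the share was 84.1%, and among 100 splits of sex within age the highest other was as far from 50%, at 84.4%. Of the 2313 genes called in females and not in males, 2138 changed in the same direction in males and 858 had an unadjusted p under 0.05 there. The difference between the aging changes of the sexes passed the test for 14 genes. Lpl, which encodes lipoprotein lipase, rose more in females by 1.71 on the log2 scale (standard error 0.24, adjusted p = 0.00308), the growth factor gene Csf1 by 1.13 (standard error 0.18, adjusted p = 0.012) and Igf1 by 1.49 (adjusted p = 0.018).

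Of the genes lower in old females, 1342 of 1438 had the same sign in males, with a median of -0.55 against -1.86 in females. Markers of choroid plexus and ependymal cells moved with them. Ttr, Kl, Clic6 and Otx2 fell in females, with log2 fold changes of -4.02, -4.09, -4.17 and -4.09, and 7 of 9 such markers fell (7 when adjusted over the list alone; camera adjusted p = 8.24e-07, and adjusted p = 0.158 with an estimated correlation). The summed level of these markers was 4693 ± 1991 CPM in young females, 289 ± 259 CPM in old females, 2097 ± 2137 CPM in young males and 1050 ± 790 CPM in old males. Neuron markers summed to 212 ± 55.9 CPM in young females and 88.1 ± 9.20 CPM in old females, and 10 of 20 fell (14 when adjusted over the list alone; camera adjusted p = 1.21e-08, and adjusted p = 0.0738 with an estimated correlation).

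Between the sexes, 10 genes were called in young microglia and 299 in old microglia, 7 of them at both ages. The 5 genes higher in young females were Xist, Kdm5c, A2m, and Gm26992 and Wfikkn2, the last 2 named after their values were seen. Lower in young females were Fn1, which encodes fibronectin, and 4 Y-linked genes. In old females, Spp1 was higher by 1.97 (adjusted p = 0.000148), Ch25h, which encodes cholesterol 25-hydroxylase, by 1.65 and the arginine synthesis gene Ass1 by 1.58. The male aging count was 1190 with DESeq2 and 1131 with the other-cell score as a covariate, and the count for old mice was 704 with DESeq2, 106 with all 4 groups in 1 fit, 529 with the mouse number as a block, 75 with the other-cell score, and 165, 196 or 194 without old female mouse 2, 3 or 4. The count for young mice was 437 without a filter on low counts, 19 with all 4 groups in 1 fit, 22 with the block, 6 without young female mouse 3 and young male mouse 5, and 19, 16, 6, 259 or 6 without young female mouse 1 or 4 or young male mouse 1, 4 or 5. The 14 genes became 153 with DESeq2, 310 without a filter, 27 with filterByExpr, 24 with at least 6 counts in 5 samples, 96 with the block, 27 without the libraries with few genes, 7 without young female mice 2 and 5, 3 with voom and quality weights, and 2 without the 5 young mice that stand apart. They became 9, 36, 8, 29, 44, 9 or 182 without old male mouse 1, young female mouse 1, 2, 3 or 4, or young male mouse 3 or 4. From principal components and multidimensional scaling, the paper concludes that aging changes the microglial transcriptome of males and females, with the stronger effect in females. It adds linear models in which age had more associated genes than sex. It also reports that its pairwise comparisons gave more aging genes in females than in males.

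**Figure D2:**
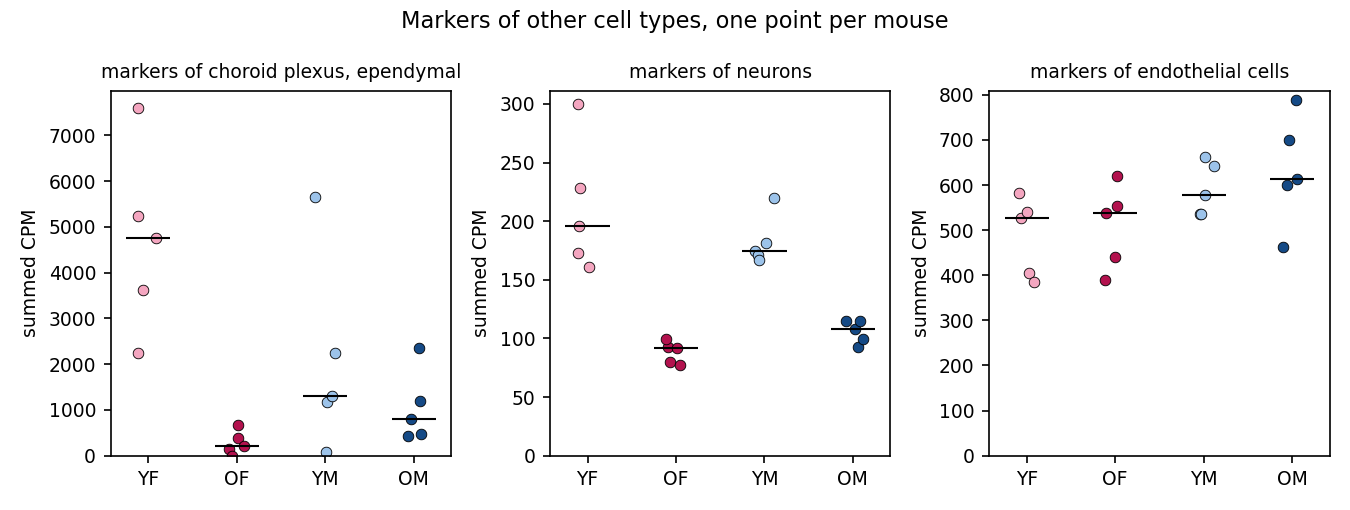
Summed CPM of marker genes of other cell types per library, 1 point per mouse with a line at the median of each group; YF, young female; OF, old female; YM, young male; OM, old male. Choroid plexus and ependymal markers have a mean of 4693 CPM in young females and 289 CPM in old females.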

**Fig. 1:**
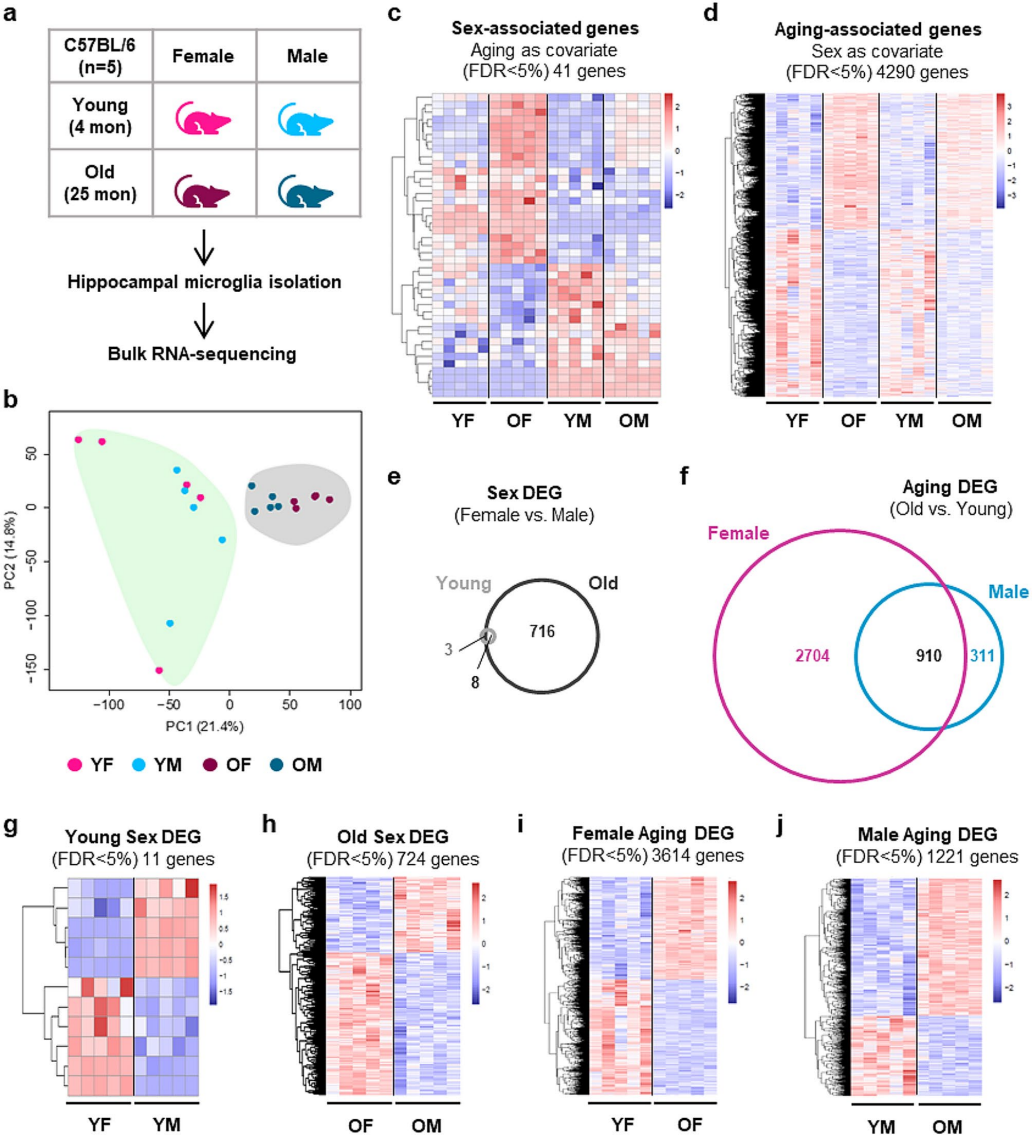
Aging and sex differences in the transcriptomes of hippocampal microglia. (**a**) Scheme of transcriptome analysis of hippocampal microglia from young (4-month) and old (25-month) mice. (**b**) Principal Component Analysis (PCA) of RNA expression by young and old microglia (bulk RNAseq). (**c**) Heatmap of significant (DESeq2, FDR < 5%) sex-associated genes (with age as a covariate). (**d**) Heatmap of significant (DESeq2, FDR < 5%) aging-associated genes (with sex as a covariate). (**e-f**) Venn diagram (plotted using BioVenn [54] of differentially expressed genes (DEG; DESeq2, FDR < 5%) showing the number of Sex DEG in old and young microglia (**e**) and the number of Aging DEG in female and male microglia (**f**). (**g, h**) Heatmaps of Sex DEG (FDR < 5%) comparing young female with young male (**g**) and old female with old male (**h**). (**i, j**) Heatmaps of Aging DEG (FDR < 5%) comparing young female with old female (**i**) and young male with old male (**j**). (Y, young; O, old; F, female; M, male)

### mTOR-related pathways are more active in hippocampal microglia during aging, especially in females

We next performed Ingenuity Pathway Analysis (IPA) to predict the functional impact of the differential gene expression. 

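Genes for the proteins of the cytosolic ribosome rose in old microglia of both sexes, with a median log2 fold change of 0.86 in females and 0.63 in males. In females 74 of 79 rose (75 when adjusted over the list alone; camera adjusted p = 1.32e-47), among them Rps28 (1.16) and Rpl37 (1.14). In males 73 rose (77 when adjusted over the list alone; camera adjusted p = 1.33e-68), among them Rps20 (0.96) and Rpl10 (1.03). The call in females was lost with an estimated correlation (adjusted p = 0.0954) and that in males was not (adjusted p = 0.0348 with an estimated correlation). Of 44 translation initiation and elongation factors, 22 rose in females (27 when adjusted over the list alone; camera adjusted p = 3.63e-12, and adjusted p = 0.163 with an estimated correlation). In males 10 rose (17 when adjusted over the list alone; camera adjusted p = 1.71e-09, and adjusted p = 0.0672 with an estimated correlation). Eef1a1, which delivers aminoacyl-tRNA to the ribosome, went from 1788 ± 222 to 3137 ± 181 CPM in females and from 1835 ± 86.6 to 2844 ± 167 CPM in males. Eif4ebp1, a repressor of translation that mTOR inactivates, rose in females by 0.99 (adjusted p = 0.00276) and had a log2 fold change of 0.67 in males (adjusted p = 0.0928).

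Of 42 kinases and regulators of the PI3K, AKT and mTOR pathway, 4 rose and 3 fell in females (4 and 3 when adjusted over the list alone; camera adjusted p = 0.982), and 1 rose in males (2 when adjusted over the list alone; camera adjusted p = 0.725). In females the receptor and adaptor genes Igf1r and Irs1 fell by 0.58 and 2.26 and the stress-response gene Sesn3 by 1.09, where neuron and astrocyte markers had medians of -1.18 and -0.78 (adjusted p = 0.0738 and 0.111 by camera with an estimated correlation). Choroid plexus and ependymal markers had a lower median still, of -3.99, with a call that was also lost with an estimated correlation. Lamtor4, part of the complex that anchors mTOR to the lysosome, rose by 0.49 in females and 0.52 in males. Mtor had a log2 fold change of -0.10 in females (adjusted p = 0.53) and -0.07 in males (adjusted p = 0.675). In females the list's median was 0.00 and its mean -0.07, and in males -0.01 and 0.02, with the test following the mean in each case.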

Interestingly, mTOR-related pathways, including PI3K/AKT signaling, which promotes mTOR activation, as well as downstream signaling pathways (eIF2 signaling, and regulation of eIF4 and p70S6K signaling), were significantly different in microglia from old mice versus young mice (aging-associated genes with sex as covariate; Suppl. Figure 2a, b and Additional File 2a) and in old female and old male mice compared their young counterparts (Aging DEG; Fig. 2a, b and Additional File 2b, c). Positive z-scores indicated that these pathways are more active in old microglia than young microglia. Increased mTOR and eIF2/4 signaling is consistent with a recent report of enhanced mTOR-dependent translation of inflammatory proteins in old microglia, in which only female microglia were assessed [20]. Interestingly, our data indicate that these pathways are more active in old female microglia than old male microglia (Sex DEG in old microglia; Fig. 2c and Additional File 2d).

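Ribosomal protein and translation factor genes had small positive differences in old female against old male microglia. The median log2 fold change of the 79 ribosomal protein genes was 0.15, and Rpsa (0.28) and Rps26 (0.27) were higher in females, 2 of 79 (11 when adjusted over the list alone; camera adjusted p = 2.21e-11, and adjusted p = 0.389 with an estimated correlation). Of 44 translation factors, Eif2s3x, which lies on the X chromosome, was higher by 0.80 and Eif3l by 0.29 (14 when adjusted over the list alone; camera adjusted p = 1.14e-05, and adjusted p = 0.322 with an estimated correlation). Among PI3K, AKT and mTOR genes, the catalytic subunit gene Pik3cb was higher by 0.29 and the regulatory subunit gene Pik3r3 lower by a log2 fold change of -0.65 (1 higher and 2 lower when adjusted over the list alone; camera adjusted p = 0.854). For the difference between the aging changes of the sexes, 0 single genes of these lists passed with edgeR or voom and 1 ribosomal and 1 PI3K, AKT and mTOR gene with DESeq2 (at an unadjusted p under 0.05, 22 ribosomal, 7 translation and 4 PI3K, AKT and mTOR genes). As a group, the ribosomal protein genes rose more in females by a median of 0.22 (camera adjusted p = 4.91e-09, and adjusted p = 0.438 with an estimated correlation). Translation factors rose more by 0.15 (camera adjusted p = 6.16e-05, and adjusted p = 0.299 with an estimated correlation). Without the 5 young mice that stand apart, chosen after the data were seen, these group differences had adjusted p values of 0.512 and 0.44.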

**Fig. 2:**
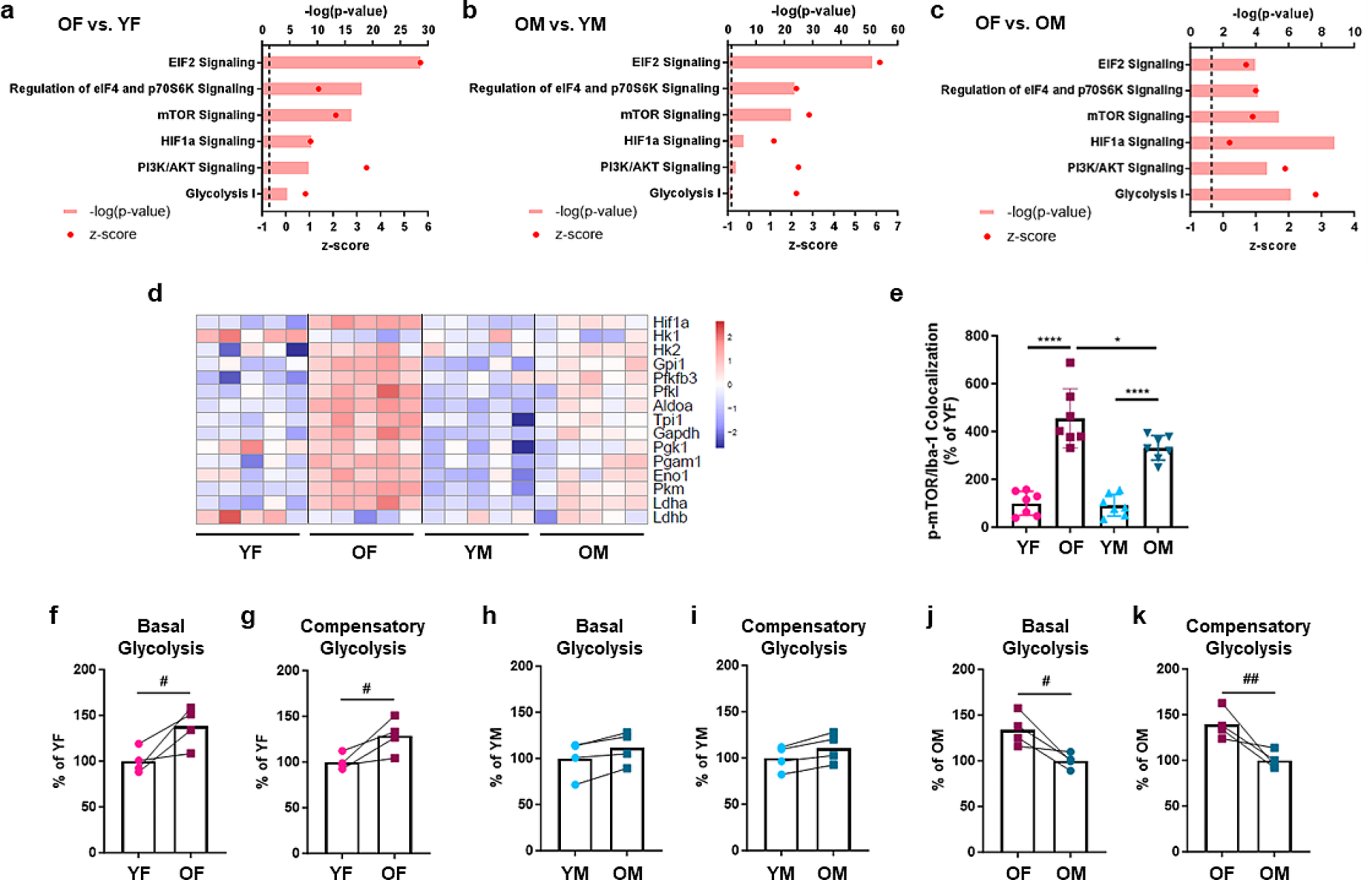
Increased mTOR-related activity and a shift to glycolysis in old hippocampal microglia, especially in females. (**a-c**) Metabolic pathways revealed by Ingenuity Pathway Analysis (IPA) of Aging DEG identified by comparing old versus young female (**a**) and old versus young male (**b**), and Sex DEG in old female versus old male microglia (**c**). Dashed line: -log_10_ (p-value) cutoff of 1.3 (*p* < 0.05). (**d**) Heatmap of *Hif1a* and glycolysis-related gene expression by young and old, female and male microglia (*n* = 5/group). (**e**) mTOR phosphorylation in microglia (Iba-1^+^) in the hippocampus. Quantification of p-mTOR/Iba-1 colocalization (% of YF) is shown. *n* = 7/group. Data are presented as mean (SD). *p < 0.05, ****p < 0.0001 (two-way ANOVA). (**f**-**k**) Microglia from the hippocampus and cortex were pooled and their metabolic activity was assessed using Seahorse assays. Basal and compensatory glycolysis were evaluated by treating with rotenone/antimycin A and 2-DG, and calculating the glycolytic Proton Efflux Rate (glycoPER). Old female microglia were compared to young female microglia (**f, g**), old male microglia were compared to young male microglia (**h, i**), and old female microglia were compared to old male microglia (**j, k**). #*p* < 0.05, ##*p* < 0.01 (unpaired t-test)

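Among targets of HIF1α other than glycolytic enzymes, Egln3, an oxygen-sensing prolyl hydroxylase, rose in old females from 0.857 ± 0.489 to 9.32 ± 1.65 CPM. Hmox1, which encodes the heme-degrading enzyme heme oxygenase 1, went from 12.1 ± 4.31 to 37.5 ± 5.11 CPM. Vegfa, the angiogenic growth factor, fell by 1.24 on the log2 scale in females, where neuron and astrocyte markers had medians of -1.18 and -0.78 (adjusted p = 0.0738 and 0.111 by camera with an estimated correlation). The median of choroid plexus and ependymal markers was lower still, at -3.99, with a call that was also lost with an estimated correlation. Of 21 targets, 5 rose and 1 fell in females (8 and 1 when adjusted over the list alone; camera adjusted p = 0.000239, and adjusted p = 0.207 with an estimated correlation). In males 2 of 21 rose, among them Egln3 by 3.29 (4 when adjusted over the list alone; camera adjusted p = 0.000202, and adjusted p = 0.0672 with an estimated correlation). Old females had higher levels than old males of Egln3 (1.07) and Hmox1 (0.54), 2 of 21 (3 when adjusted over the list alone; camera adjusted p = 0.126). The difference between the aging changes of the sexes passed for 0 of 21 with edgeR or voom and 1 with DESeq2 (4 at an unadjusted p under 0.05; 1 when adjusted over the list alone; camera adjusted p = 0.0817, and 0.0463 with DESeq2). For old females against old males, the list passed camera with DESeq2 (adjusted p = 0.0468) and with the other-cell score as a covariate (adjusted p = 0.0132).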

IPA analysis also predicted increased HIF1α signaling and glycolysis in old microglia, with stronger activity of these pathways in old female microglia than their male counterparts (Fig. 2a-c, Suppl. Figure 2b and Additional File 2a-d). Consistent with this, expression of *Hif1a*, another key mTOR target, increased with aging, notably more in female microglia than male microglia (Fig. 2d and Suppl. Figure 2c). 

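Hif1a, which encodes the oxygen-regulated subunit of the transcription factor HIF1, rose in old female microglia from 139 ± 19.0 to 239 ± 14.1 CPM. This is a log2 fold change of 0.78 (standard error 0.10, adjusted p = 2.57e-05). The gene (ENSMUSG00000021109.13) lies on chromosome 12 of GRCm38 from 73901375 to 73947530. In males its level was 150 ± 13.4 CPM in young and 181 ± 18.5 CPM in old mice, a log2 fold change of 0.28 (standard error 0.08, adjusted p = 0.0904). Its level was higher in old females than in old males by 0.40 (adjusted p = 0.00564). Between females and males the aging changes differed by 0.51 (standard error 0.13, adjusted p = 0.157). In males, Hif1a passed with DESeq2 (adjusted p = 0.0332), with the other-cell score as a covariate (adjusted p = 0.0326) and without old male mouse 1 (adjusted p = 0.0247), whereas the difference between old mice was 0.40 with that score and not called (adjusted p = 0.182). The difference of the aging changes passed with DESeq2 (adjusted p = 0.016) and without a filter on low counts (adjusted p = 0.026).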

We also observed a stronger aging-associated increase in *Hif1a* expression in females in recently published datasets assessing CD11b^+^ hippocampal microglia (RNAseq) and *Cx3cr1*-expressing hippocampal microglia (NuTRAP analysis of translating RNA) [21] (Suppl. Figure 2d).

HIF1α is implicated in cellular metabolic adaptation by inducing glycolysis [22, 23], and metabolic reprogramming plays a crucial role in microglial effector functions [17, 24]. 

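Enzymes from glucose to pyruvate moved in both directions in old female microglia, with more of them higher than lower. Pkm, the pyruvate kinase gene, rose in females from 286 ± 13.0 to 439 ± 24.0 CPM and in males from 268 ± 39.0 to 357 ± 29.7 CPM. The aldolase gene Aldoa rose by a log2 fold change of 0.65 in females (adjusted p = 1.84e-05) and 0.39 in males (adjusted p = 0.00925). Pfkl, the liver-type phosphofructokinase, rose in females by 0.60 and Pfkfb3, which makes an activator of phosphofructokinase, by 0.70. Of 18 enzymes including lactate dehydrogenases, 10 rose in females, namely Pgam1, Pfkl, Tpi1, Pfkfb3, Aldoa, Pkm, Gpi1, Gapdh, Ldha and Eno1. The hexokinase gene Hk1, the phosphofructokinase genes Pfkp and Pfkm, and Aldoc, named after its value was seen, fell in females, by 0.55, 1.79, 1.06 and 0.54 on the log2 scale. Markers of neurons and astrocytes were lower in the same old females, with medians of -1.18 and -0.78 (camera adjusted p = 1.21e-08 and 2.46e-06, and adjusted p = 0.0738 and 0.111 with an estimated correlation). Those of choroid plexus and ependymal cells had a median of -3.99, with a call that was also lost with an estimated correlation. The list of 18 enzymes gave 11 higher and 4 lower in females when adjusted over the list alone (camera adjusted p = 0.003, and adjusted p = 0.209 with an estimated correlation). In males 5 rose, namely Aldoa, Pkm, Gpi1, Gapdh and Ldha, and none fell with edgeR, DESeq2, voom or at an unadjusted p under 0.05 (10 higher when adjusted over the list alone; camera adjusted p = 0.00162, and adjusted p = 0.308 with an estimated correlation). The list takes in the enzymes that the study draws in Fig. 2d, so its counts are not independent evidence of their direction.

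Tpi1, Aldoa, Pkm and Gapdh were higher in old females than in old males, by 0.49, 0.43, 0.30 and 0.29, 4 of 18 (10 when adjusted over the list alone; camera adjusted p = 3.64e-06, and adjusted p = 0.244 with an estimated correlation). The difference between the aging changes of the sexes passed for 0 of 18 with edgeR, DESeq2 or voom (6 at an unadjusted p under 0.05; 1 when adjusted over the list alone; camera adjusted p = 0.217). Hk2, the hexokinase induced by HIF1, had a log2 fold change of 0.31 in females (adjusted p = 0.0763, and 0.0496 with DESeq2 or 0.0264 without young female mouse 3). The rise of Eno1 in females was lost without old female mouse 2 (adjusted p = 0.0587), that of Gpi1 in males without old male mouse 2, 3, 4 or 5 (adjusted p = 0.0843, 0.0537, 0.0547 and 0.0909) or young male mouse 1, 2, 3 or 5 (adjusted p = 0.074, 0.0875, 0.0699 and 0.0645), and the difference in Tpi1 between old mice without old female mouse 2, 4 or 5 (adjusted p = 0.0798, 0.0695 and 0.0619) or old male mouse 1, 2, 4 or 5 (adjusted p = 0.0611, 0.0536, 0.0569 and 0.0508). The difference in Gapdh was lost without old female mouse 2, 4 or 5 (adjusted p = 0.0983, 0.102 and 0.0669) or old male mouse 1, 3, 4 or 5 (adjusted p = 0.0701, 0.0794, 0.0609 and 0.0752).

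**Figure D3:**
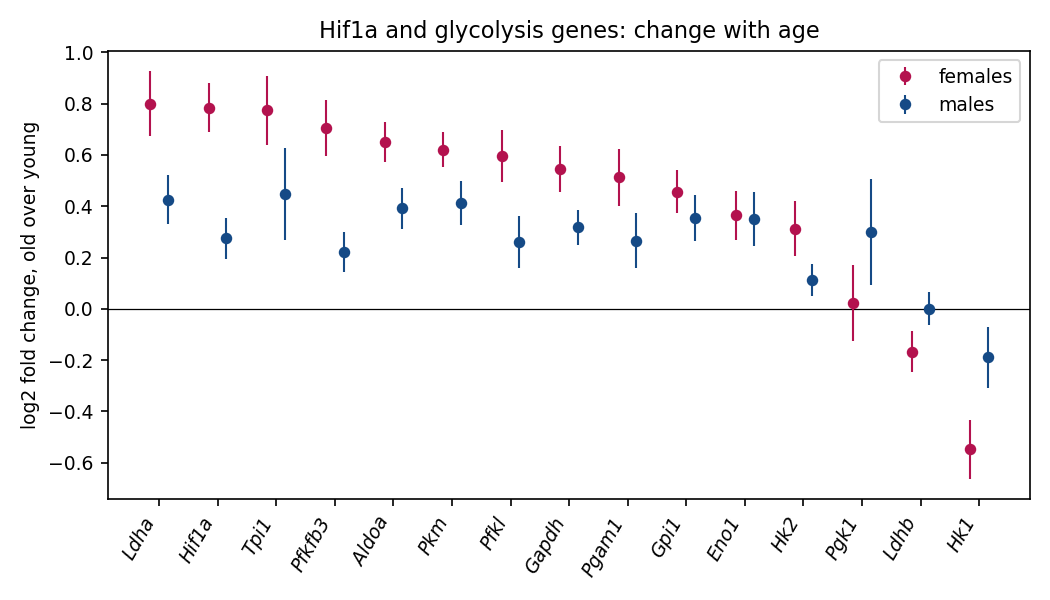
Log2 fold change of Hif1a and glycolytic enzyme genes in old against young microglia, females and males side by side, with bars of ± standard error. Pkm rises by 0.62 in females and 0.41 in males, and Hk1 falls by 0.55 in females.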

We therefore assessed HIF1α-dependent glycolysis genes and found significantly higher expression of most of the enzymes that catalyze glucose conversion to pyruvate in old microglia, with stronger increases in females than males (Fig. 2d and Suppl. Figure 2c, e). We also observed increased expression of lactate dehydrogenase A (encoded by *Ldha*), which converts pyruvate to lactate to sustain rapid flux through glycolysis, maintaining nicotinamide adenine dinucleotide (NAD^+^) levels in the cell (Fig. 2d and Suppl. Figure 2c). In contrast, expression of lactate dehydrogenase B (encoded by *Ldhb*), which catalyzes the opposite reaction [25], was lower in old female microglia than young female microglia, consistent with more active glycolysis (Fig. 2d and Suppl. Figure 2c). 

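Ldha rose with age in microglia of both sexes. In females it went from 59.0 ± 12.1 to 102 ± 10.5 CPM, a log2 fold change of 0.80 (standard error 0.13, adjusted p = 0.000353). In males it went from 61.1 ± 2.96 to 82.1 ± 11.5 CPM, a log2 fold change of 0.42 (standard error 0.10, adjusted p = 0.0187). Ldha (ENSMUSG00000063229.15) lies on chromosome 7 of GRCm38 from 46841475 to 46855627. Old females had a higher level than old males by 0.32 on the log2 scale (adjusted p = 0.137, and 0.031 with DESeq2), and the difference between the aging changes was 0.37 (adjusted p = 0.545). The call in males was lost without old male mouse 2 (adjusted p = 0.0593), with all 4 groups in 1 fit (adjusted p = 0.0534) and without the 5 young mice that stand apart (adjusted p = 0.0599). Old male mouse 1 had 62.4 CPM, against 83.7 to 90.8 CPM in the other old males.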

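Ldhb was abundant in microglia of all groups. Its level was 280 ± 25.3 CPM in young and 249 ± 14.9 CPM in old females, a log2 fold change of -0.17 (standard error 0.08, adjusted p = 0.224). In males it was 260 ± 12.4 CPM in young and 261 ± 22.9 CPM in old mice, a log2 fold change of 0.00 (adjusted p = 0.997). Its aging changes in females and males differed by -0.17 (adjusted p = 0.737). The difference in females passed with limma's voom and quality weights (log2 fold change -0.19, adjusted p = 0.045).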

Taken together, our transcriptomic analyses suggested increased activity of mTOR-related pathways in hippocampal microglia during aging, especially in females.

### Microglial metabolism shifts to glycolysis during aging, especially in females

Microglia, like other immune cells, encounter a variety of environmental conditions, requiring them to have a dynamic range of metabolic adaptation pathways. Metabolic pathways are linked to the effector functions of immune cells [26]. For instance, resting macrophages mainly rely on mitochondrial respiration to generate ATP, but during classical activation (e.g. in response to LPS stimulation), macrophage metabolism shifts from oxidative phosphorylation to aerobic glycolysis to facilitate a rapid response. Disrupted metabolic adaptation leads to microglial dysfunction in AD [17], but our understanding of microglial metabolism during healthy aging remains unclear.

Given that mTOR – HIF1α – Glycolysis-related signaling pathways are significantly enriched in old microglia, we next monitored metabolic dynamics of microglia isolated from the hippocampus and cortex of healthy young (3-4-month) and old (22-24-month) mice. We first confirmed increased mTOR phosphorylation in old microglia, especially in female mice (Fig. 2e and Suppl. Figure 3a). We next performed Seahorse XF assays to assess glycolysis and mitochondrial function by real-time measurement of changes in the glycolytic proton efflux rate (glycoPER) and the oxygen consumption rate (OCR), respectively. In female microglia, we observed increased basal and compensatory glycolysis upon aging (Fig. 2f, g and Suppl. Figure 3b). In male microglia, there was a trend towards increased basal and compensatory glycolysis in old microglia, but it was not significant (Fig. 2h, i and Suppl. Figure 3c). Since many of the glycolysis-related genes were more strongly upregulated in old female microglia (Fig. 2d and Suppl. Figure 2c), we also directly compared old female and old male microglia and observed higher basal and compensatory glycolysis in old female microglia (Fig. 2j, k and Suppl. Figure 3d).

We also monitored mitochondrial function. In female microglia, we observed reduced basal respiration and ATP production (Suppl. Figure 3e, f), and in male microglia, there was a significant reduction in ATP production with aging (Suppl. Figure 3 g, h). In line with these differences, we found that several TCA cycle genes were significantly downregulated in old microglia, particularly in females, including *Idh2*, *Idh3a*, *Ogdh*, and *Ogdhl* (Suppl. Figure 3i-k). 

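In old female microglia 4 genes of the TCA cycle and its pyruvate entry fell and 2 rose. Ogdhl, a brain-enriched relative of the 2-oxoglutarate dehydrogenase subunit gene Ogdh, fell by 2.11 on the log2 scale (adjusted p = 0.0042). Pcx, which feeds oxaloacetate into the cycle, fell by 0.92 (adjusted p = 0.022). Pck2, mitochondrial PEP carboxykinase, rose by 0.37 (adjusted p = 0.0315), as did Acly, which splits citrate in the cytosol, by 0.37 (adjusted p = 0.00574). The abundant member Sdha, a subunit of succinate dehydrogenase, had a log2 fold change of 0.17 (adjusted p = 0.3). In all, 4 of 28 fell and 2 rose in females (4 and 2 when adjusted over the list alone), and the list as a group did not pass camera (adjusted p = 0.96), its median of 0.06 and its mean of -0.08 differing in sign. In males Pck2 rose by 0.38 and 0 of 28 fell with edgeR, DESeq2 or voom (1 at an unadjusted p under 0.05; 4 rose and 0 fell when adjusted over the list alone; camera adjusted p = 0.233). The list holds the genes that the study names, so its counts are not independent evidence for them. Neuron markers had a median of -1.18 in females and choroid plexus and ependymal markers one of -3.99 (adjusted p = 0.0738 and 0.158 by camera with an estimated correlation). Ogdhl was not called in females without young female mice 2 and 5, chosen after the data were seen (adjusted p = 0.0618), or with the other-cell score as a covariate (log2 fold change -0.79, adjusted p = 0.266).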

Interestingly, the downregulated genes are mostly involved in converting isocitric acid to α-ketoglutaric acid, and α-ketoglutaric acid to succinyl CoA; these steps are responsible for generating the electron carrier NADH, which transports electrons to the electron transport chain [27]. 

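Among genes of the steps from isocitrate to succinyl-CoA, Ogdhl went in females from 8.52 ± 4.29 to 2.03 ± 1.05 CPM. Idh2, the mitochondrial isocitrate dehydrogenase that uses NADP, fell from 119 ± 9.92 to 94.3 ± 9.97 CPM, by 0.33 on the log2 scale (adjusted p = 0.0342). Idh3a, the catalytic subunit of the enzyme that uses NAD, fell from 37.5 ± 4.53 to 28.0 ± 4.03 CPM, by 0.43 (adjusted p = 0.0447). Ogdh, the 2-oxoglutarate dehydrogenase subunit, had a log2 fold change of -0.20 (adjusted p = 0.156, and 0.0443 with DESeq2). In males the log2 fold changes of Idh2, Idh3a, Ogdh and Ogdhl were -0.19, -0.12, -0.02 and -0.32, with adjusted p values of 0.281, 0.757, 0.946 and 0.777. The differences between the aging changes of the sexes had adjusted p values of 0.869, 0.769, 0.756 and 0.429 in the same order. Idh3a was not called without old female mouse 1, 3, 4 or 5 or young female mouse 1 or 2 (adjusted p = 0.117, 0.0964, 0.119, 0.111, 0.0723 and 0.0964), nor Idh2 without old female mouse 2, 3, 4 or 5 or young female mouse 1 or 4 (adjusted p = 0.0846, 0.0793, 0.11, 0.0766, 0.0536 and 0.0685). With the other-cell score as a covariate the log2 fold changes were -0.42 for Idh3a and -0.31 for Idh2 (adjusted p = 0.142 and 0.138).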

Taken together, these data demonstrate a metabolic shift to glycolysis during microglial aging that is more pronounced in females.

### Neuroprotective DAM are glycolytic and more abundant in female mice during aging

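Among genes of phagocytosis, Axl, a receptor for apoptotic cells, rose from 51.4 ± 13.4 to 375 ± 62.0 CPM in females and from 48.9 ± 21.9 to 199 ± 39.8 CPM in males. Cybb, the catalytic subunit of the phagocyte oxidase, rose by a log2 fold change of 2.33 in females and 1.11 in males, and the kinase gene Fgr by 2.93 and 1.46. Of 51 genes, 34 rose and 2 fell in females (37 and 3 when adjusted over the list alone; camera adjusted p = 2e-13, and adjusted p = 0.228 with an estimated correlation). In males 14 rose and 1 fell (25 and 5 when adjusted over the list alone; camera adjusted p = 3.47e-08, and adjusted p = 0.126 with an estimated correlation). Axl (0.92), Cybb (1.10), Fgr (0.89) and Cd300lf (1.12) were among 7 genes higher in old females than in old males (13 higher and 1 lower when adjusted over the list alone; camera adjusted p = 3.64e-06, and adjusted p = 0.207 with an estimated correlation). The difference between the aging changes of the sexes had a median of 0.22 over the list (camera adjusted p = 3.42e-10, and adjusted p = 0.229 with an estimated correlation), with 0 single genes past the test with edgeR or voom and 4 with DESeq2 (20 at an unadjusted p under 0.05; 14 when adjusted over the list alone). Without the 5 young mice that stand apart, chosen after the data were seen, the adjusted p of that difference was 0.141.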

IPA analysis also predicted that old microglia of both sexes are more phagocytic than their young counterparts, and that old female microglia are more phagocytic than old male microglia (Fig. 3a and Additional File 2b-d). Consistent with this, the KEGG Lysosome pathway was elevated in GSEA analysis of old female and old male microglia compared to their young counterparts, and in old female versus old male microglia (Suppl. Figure 4a-c and Additional File 2e-g). 

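Lysosomal genes had a median log2 fold change with age of 0.40 in females and 0.18 in males. Cd63, a tetraspanin of late endosomes, rose from 75.4 ± 12.1 to 204 ± 18.6 CPM in females and from 69.1 ± 10.8 to 132 ± 19.3 CPM in males. Atp6v0d2, a subunit of the proton pump, rose by 7.73 and 2.60, and Ctsz, a cathepsin, by 1.27 and 0.58. Of 84 lysosomal hydrolases, membrane proteins and transporters, 48 rose and 1 fell in females (59 and 4 when adjusted over the list alone; camera adjusted p = 7.86e-21, and adjusted p = 0.158 with an estimated correlation). In males 21 rose and 0 fell with edgeR, where DESeq2, voom and an unadjusted p under 0.05 gave 1, 1 and 2 that fell (34 and 1 when adjusted over the list alone; camera adjusted p = 6.29e-12, and adjusted p = 0.0672 with an estimated correlation). Old females had higher levels than old males of 20 of 84, among them Cd63 (0.62), Gla (0.85), an α-galactosidase, and Glb1 (0.53), a β-galactosidase (37 higher and 4 lower when adjusted over the list alone; camera adjusted p = 9.88e-15, and adjusted p = 0.107 with an estimated correlation).

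Ctsd, Ctsb and Ctsz, which encode lysosomal proteases, rose more in females than in males by 0.71, 0.69 and 0.69 on the log2 scale (adjusted p = 0.0184 for each), 3 of 84 (34 when adjusted over the list alone; camera adjusted p = 5.77e-16, and adjusted p = 0.186 with an estimated correlation). These differences were lost without young female mouse 2 (adjusted p = 0.0526 for each), those of Ctsd and Ctsz without young male mouse 3 (adjusted p = 0.0571 for each), and with voom and quality weights (adjusted p = 0.156, 0.137 and 0.137). Without the 5 young mice that stand apart, chosen after the data were seen, the differences were 0.53, 0.50 and 0.50 (adjusted p = 0.385, 0.263 and 0.376). Old male mouse 1 had 32730 CPM over the list, against 37710 to 38410 CPM in the other old males.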

Notably, we observed stronger upregulation of *Cd68*, *Lamp1* and *Lamp2* expression in females during aging (Fig. 3b).

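Cd68, a lysosomal glycoprotein of phagocytes, rose from 269 ± 51.8 to 504 ± 30.8 CPM in females, a log2 fold change of 0.91 (adjusted p = 2.27e-05). In males it rose from 311 ± 35.6 to 397 ± 32.5 CPM, a log2 fold change of 0.35 (adjusted p = 0.0159). Lamp1, a major protein of the lysosomal membrane, rose by 0.87 in females (adjusted p = 8.22e-06) and 0.40 in males (adjusted p = 6.48e-05). Lamp2, which also serves chaperone-mediated autophagy, rose by 0.48 in females (adjusted p = 0.00317) and had a log2 fold change of 0.10 in males (adjusted p = 0.581). Old females had higher levels than old males of Cd68 (0.34, adjusted p = 0.0048) and Lamp2 (0.29, adjusted p = 0.04), and the difference in Lamp1 was 0.20 (adjusted p = 0.082, and 0.0186 with DESeq2). The differences between the aging changes of the sexes were 0.56, 0.46 and 0.38 for Cd68, Lamp1 and Lamp2 (adjusted p = 0.155, 0.117 and 0.31). With DESeq2 those of Cd68 and Lamp1 passed (adjusted p = 0.0174 and 0.00792), as they did without young female mouse 4 (adjusted p = 0.0387 and 0.0144) or young male mouse 4 (adjusted p = 0.0325 and 0.0443). The difference in Lamp2 between old mice was lost without old female mouse 1, 2, 4 or 5 or old male mouse 1, 2, 3 or 4 (adjusted p = 0.0515 to 0.129), and those in Cd68 and Lamp2 with all 4 groups in 1 fit (adjusted p = 0.226 and 0.302).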

**Fig. 3:**
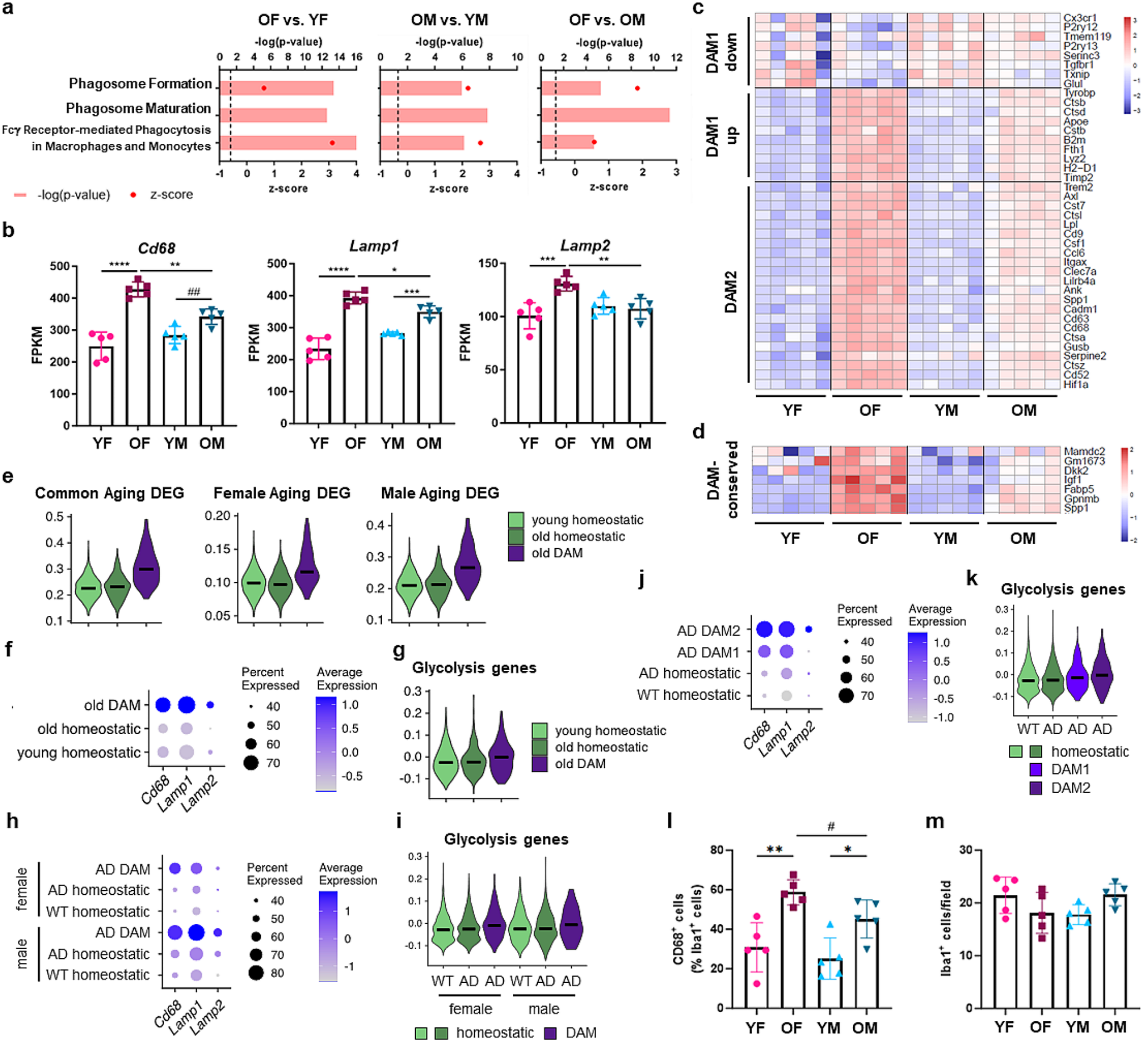
Increased phagocytic activity and more abundant DAM among old female microglia. (**a**) Phagocytosis pathways identified by performing IPA analysis of old versus young female, old versus young male, and old female versus old male microglia. Dashed line: -log_10_ (p-value) cutoff of 1.3 (*p* < 0.05). (**b**) Expression of the lysosomal genes *Cd68*, *Lamp1*, and *Lamp2*. Data are presented as mean (SD) FPKM values. *n* = 5/group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-way ANOVA). (**c**, **d**) Heatmaps showing expression of DAM1 and DAM2 genes [7] (**c**) and DAM-conserved genes [29] (**d**) by young and old, male and female hippocampal microglia. (**e**) Violin plots with median lines showing expression of Aging DEG common to both sexes, Female Aging DEG, and Male Aging DEG (defined in our bulk RNAseq analysis) by homeostatic microglia (both young and old) and DAM (only prevalent in old mice), assessed by analysis of a previously published scRNAseq dataset (female mice) [7]. (**f**) Lysosomal gene expression by young and old homeostatic microglia and old DAM. Dot size shows percentage of cells expressing the genes, and the color intensity scale indicates average gene expression by all cells in the cluster. (**g**) ‘Reactome_Glycolysis’ gene set gene expression by homeostatic microglia (young and old) and old DAM. (**h**-**k**) Lysosomal gene and ‘Reactome_Glycolysis’ gene set expression by microglia from wild-type (WT) and 5XFAD mice (reanalyzed from [7]). Comparisons of WT and 5XFAD homeostatic microglia with 5XFAD DAM from male and female mice (1 male and 2 females; **h**, **i**), and homeostatic microglia and DAM1 and DAM2 subsets (1 male and 2 females combined; **j**, **k**) are shown. (**l**, **m**) DAM were evaluated by quantifying colocalization of CD68 puncta in hippocampal microglia (Iba-1^+^; **l**); numbers of Iba-1^+^ hippocampal microglia are also shown (**m**). n = 5/group. Data are presented as mean (SD). *p < 0.05, **p < 0.01 (two-way ANOVA); #*p* < 0.05 (unpaired t-test)

A subset of neuroprotective microglia known as disease-associated microglia (DAM), which are more phagocytic, increases in neurodegenerative disease models (e.g. AD and ALS), as well as during healthy aging [7, 15, 28]. Both *Cd68* and *Hif1a* are DAM genes [7], so we hypothesized that DAM are more glycolytic and that the stronger upregulation of HIF1α expression and signaling among old female microglia compared to their male counterparts, as well as their higher glycolytic rate, could reflect more abundant DAM in the female hippocampus.

DAM have been reported to form upon sequential conversion of homeostatic microglia to DAM1 and then DAM2 (Trem2-independent and -dependent steps, respectively) [7]. 

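Genes that mark the disease-associated microglia (DAM) state, a program of lipid handling and phagocytosis, rose in old microglia of both sexes. Apoe, a lipid carrier and DAM1 marker, went from 1402 ± 392 to 11020 ± 1228 CPM in females and from 1417 ± 324 to 5495 ± 1753 CPM in males. Among DAM2 genes, Lpl went from 14.7 ± 4.49 to 256 ± 42.2 CPM in females and from 18.6 ± 1.26 to 101 ± 21.2 CPM in males. Itgax, which encodes CD11c, rose by a log2 fold change of 4.04 in females and 2.53 in males, Clec7a, a receptor for β-glucan, by 3.74 and 2.52, and Cst7 by 4.91 and 3.12. Of 7 DAM1 genes, 7 rose in females and 6 in males (7 and 7 when adjusted over the list alone; camera adjusted p = 5.29e-13 and 6.83e-11, and adjusted p = 0.0738 and 0.0672 with an estimated correlation). Of 12 DAM2 genes, 12 rose in females and 11 in males (12 and 12 when adjusted over the list alone; camera adjusted p = 7.54e-23 and 4.31e-20), calls that held with an estimated correlation. The exception in males was Trem2, the receptor that DAM2 depends on, which rose in females by 0.60 and had a log2 fold change of 0.26 in males (adjusted p = 0.0576, and 0.0236 with DESeq2). The lists hold genes that the study draws in Fig. 3c, so their counts are not independent evidence of their direction.

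Homeostatic markers that DAM lose moved less, against a young female level that differed between mice. These 8 genes summed to 8432 and 7394 CPM in young female mice 2 and 5. They summed to 10610 to 11270 CPM in young female mice 1, 3 and 4, and to 8848 to 10580 CPM in old females. P2ry12, the purinergic receptor of surveying microglia, fell in females from 1244 ± 211 to 942 ± 147 CPM (adjusted p = 0.0312), and Cx3cr1, the fractalkine receptor, had a log2 fold change of 0.03 (adjusted p = 0.899). Of 8 such genes, P2ry12 and Glul fell in females (2 when adjusted over the list alone; camera adjusted p = 0.534) and 0 passed in males with edgeR or voom and 2 with DESeq2 (3 at an unadjusted p under 0.05; 3 fell when adjusted over the list alone; camera adjusted p = 0.119).

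Old females had higher levels than old males of 6 of 7 DAM1 and 8 of 12 DAM2 genes (7 and 12 when adjusted over the list alone; camera adjusted p = 4.22e-10 and 1.93e-17, and adjusted p = 0.107 and 0.0677 with an estimated correlation). Old male mouse 1 had 10590 CPM over DAM1 and 2056 CPM over DAM2 genes, against 14920 to 18270 and 2633 to 2825 CPM in the other old males, and both lists passed camera without it. The aging change was larger in females by a median of 0.69 over DAM1 genes (camera adjusted p = 3.42e-10, and adjusted p = 0.107 with an estimated correlation) and 0.95 over DAM2 genes (camera adjusted p = 2.81e-15, held with an estimated correlation). Single genes past that test were Ctsb and Ctsd of DAM1 and Lpl and Csf1 of DAM2 (7 and 12 when adjusted over the list alone). P2ry12 was not called in females without old female mouse 2, 3 or 4 or young female mouse 3 or 4 (adjusted p = 0.0692, 0.0842, 0.0958, 0.074 and 0.0621), nor Glul without old female mouse 2, 3 or 5 or young female mouse 1, 3 or 4 (adjusted p = 0.0844, 0.121, 0.1, 0.052, 0.0797 and 0.0695). The differences for Lpl and Csf1 were lost with voom and quality weights (adjusted p = 0.236 and 0.0816) and without the 5 young mice that stand apart (adjusted p = 0.136 for each).

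**Figure D4:**
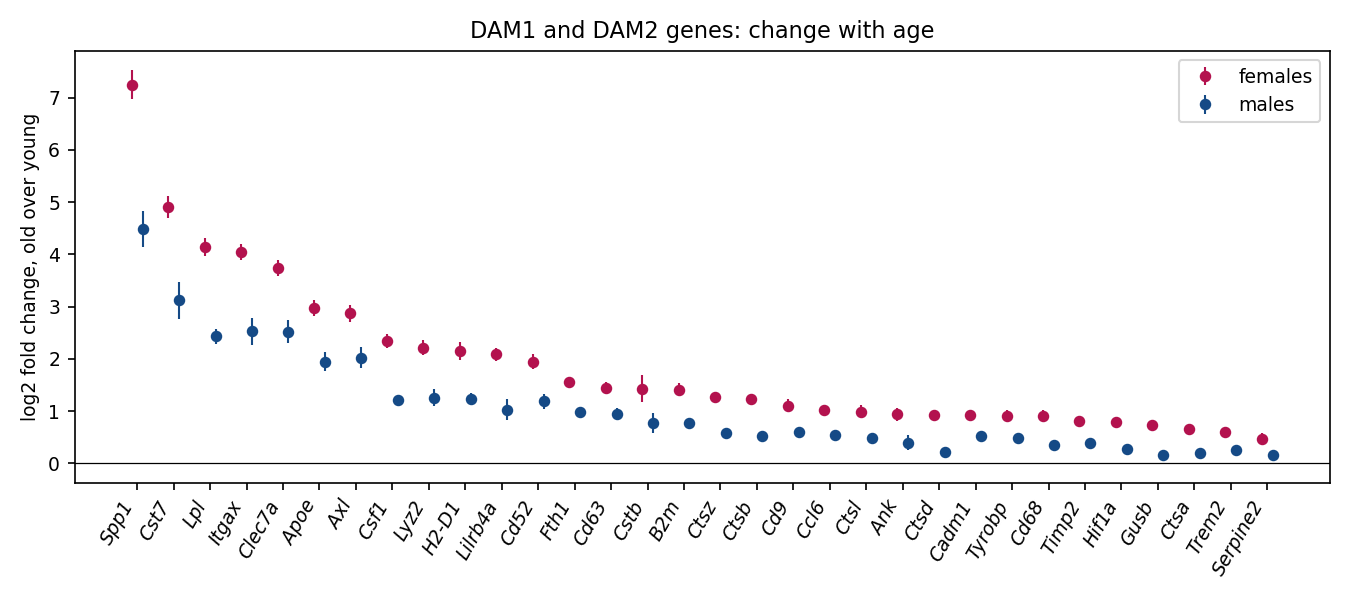
Log2 fold change of DAM genes in old against young microglia, females and males side by side, with bars of ± standard error. Cst7 rises by 4.91 in females and 3.12 in males, and Lpl by 4.14 and 2.43.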

We observed gene expression changes consistent with the formation of DAM1 and DAM2 during aging in our bulk RNAseq dataset, and in recently published transcriptomic and translatomic datasets [21], with stronger differences in females than males (Fig. 3c and Suppl. Figure 4d, e and 5a, b). We also observed stronger upregulation of “DAM-conserved” genes (defined to distinguish neuroprotective DAM from inflammatory microglia) [29] in old female microglia compared to their male counterparts (Fig. 3d).

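Spp1, Gpnmb, Fabp5 and Igf1 of the DAM-conserved panel were higher in old females than in old males. Spp1 reached 347 ± 70.9 CPM in old females and 89.0 ± 34.4 CPM in old males, and Gpnmb 75.4 ± 19.0 and 25.3 ± 10.5 CPM. Fabp5, which encodes a fatty acid carrier, reached 38.5 ± 6.54 and 14.0 ± 5.93 CPM, a log2 difference of 1.45 (adjusted p = 0.00263). Igf1, a growth factor, rose in females from 10.1 ± 2.27 to 36.7 ± 6.36 CPM and had a log2 fold change of 0.38 in males (adjusted p = 0.33). Dkk2, an inhibitor of Wnt signaling, was higher in old females than in old males by 2.13 (adjusted p = 0.00389). Mamdc2 rose in females by 1.63 (adjusted p = 0.04), and Gm1673 had log2 fold changes of 0.96 in females and 2.39 in males (adjusted p = 0.318 and 0.14). The difference between the aging changes of the sexes passed for Igf1 (1.49, adjusted p = 0.018) and not for Spp1 (2.75, adjusted p = 0.117), Fabp5 (0.88, adjusted p = 0.721) or Gpnmb (0.94, adjusted p = 0.926). The study chose this panel for display. The rise of Mamdc2 was not called with DESeq2 (adjusted p = 0.0737) or without any 1 of 7 mice (old female mouse 1, 2, 3, 4 or 5, or young female mouse 4 or 5; adjusted p = 0.0504 to 0.115), and the difference for Igf1 was lost with voom and quality weights (adjusted p = 0.0796) and without young female mice 2 and 5 (adjusted p = 0.0836). Gm1673 passed in females without young female mouse 5 (adjusted p = 0.0235).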

Assessment of homeostatic microglia (both young and old) and DAM (only prevalent in old mice) in the scRNAseq dataset that defined them [7] (Suppl. Figure 5c, d) revealed that the changes in gene expression we observed in old microglia of both sexes, including the lysosomal genes, were specifically altered in DAM in old mice (Fig. 3e, f). Similarly, glycolysis gene expression was higher in DAM than in homeostatic microglia (Fig. 3g). Evaluation of microglia from the 5XFAD model of early onset AD also revealed higher lysosome and glycolysis gene expression in DAM than homeostatic microglia (Fig. 3h, i and Suppl. Figure 5e, f). These changes were evident in both male and female mice (Fig. 3h, i), and further analysis of the DAM1 and DAM2 subsets revealed that the changes were strongest in DAM2 microglia (Fig. 3j, k).

We therefore performed immunohistochemistry using CD68 as a DAM2 marker [7] to evaluate whether the higher expression of DAM genes in old female microglia reflects a larger proportion of DAM2 in old female mice. We observed more CD68^+^ microglia in old female mice than old male mice (Fig. 3l, m and Suppl. Figure 5 g). Thus, our data collectively attribute the stronger aging-associated metabolic shift among female hippocampal microglia to more abundant DAM.

### C3a – C3aR signaling in microglia promotes glycolysis

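Complement genes moved in both directions in old microglia. In females C4b, an activator of the classical and lectin pathways, rose by a log2 fold change of 2.33, and Masp1, a protease of the lectin pathway, by 1.67. Clu, a fluid-phase inhibitor of the terminal complex, fell by 2.36. Of 34 complement factors, receptors and regulators measured, 10 rose and 3 fell in females (10 and 3 when adjusted over the list alone; camera adjusted p = 0.00374, and adjusted p = 0.251 with an estimated correlation). In males 9 of 32 rose and 0 fell with edgeR or voom, where DESeq2 and an unadjusted p under 0.05 gave 2 and 3 that fell (10 and 3 when adjusted over the list alone; camera adjusted p = 0.0225, and adjusted p = 0.308 with an estimated correlation), C4b by 1.24 and Masp1 by 0.80. The list holds the genes that the study names, so its counts are not independent evidence for them. Its call in females was lost with the other-cell score as a covariate (adjusted p = 0.065), and its call in males without young male mouse 5 (adjusted p = 0.0561) and with the mouse number as a block (adjusted p = 0.0623).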

To gain insight into the potential mechanisms underlying altered microglial metabolism during aging, we reviewed our GSEA analysis (Additional File 2e-g) and noticed that ‘KEGG: Complement and coagulation cascades’ is one of the significantly impacted pathways in old microglia (Suppl. Figure 6a-c). IPA analysis also predicted more active complement pathways in old microglia of both sexes, with stronger activity in old female microglia compared to old male microglia (Fig. 4a and Additional File 2b-d). 

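Old females had higher levels than old males of Itgb2, C3, Itgax, C1qa and C3ar1, 5 of 33 complement genes measured. No member was lower with edgeR, DESeq2 or voom (3 at an unadjusted p under 0.05; 7 higher and 1 lower when adjusted over the list alone). As a group the list was higher in old females by a median log2 fold change of 0.30 (camera adjusted p = 0.0106, and adjusted p = 0.322 with an estimated correlation). The aging change was larger in females by a median of 0.44 over the list (camera adjusted p = 0.0109, and adjusted p = 0.299 with an estimated correlation). No single member passed that test with edgeR or voom (14 at an unadjusted p under 0.05; 8 higher and 2 lower when adjusted over the list alone), and Cd59a and Itgb2 passed with DESeq2 (adjusted p = 0.0347 and 0.0356). The group difference between old mice was lost without old female mouse 3 or 4 (adjusted p = 0.0571 and 0.0649), and that between the aging changes without young female mice 2 and 5, chosen after the data were seen (adjusted p = 0.115).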

Complement factors, receptors and regulators were all impacted by aging (Fig. 4b and Suppl. Figure 6d, e). 

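Factors, receptors and regulators of complement each had members that changed. The regulator Clu went from 168 ± 78.4 to 32.7 ± 7.03 CPM in females and was 93.9 ± 63.3 CPM in young and 53.5 ± 31.7 CPM in old males (adjusted p = 0.404). Among factors, C4b went from 28.1 ± 14.1 to 139 ± 105 CPM in females and from 34.5 ± 11.6 to 81.5 ± 16.3 CPM in males. Clu is also made by astrocytes and choroid plexus cells, whose markers were lower in old females: 9 of 15 astrocyte markers fell (10 when adjusted over the list alone; camera adjusted p = 2.46e-06, and adjusted p = 0.111 with an estimated correlation). Clu had a difference of -1.57 between the aging changes of the sexes (adjusted p = 0.356), and C4b one of 1.09 (adjusted p = 0.574).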

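C3, the central complement component, went from 4.51 ± 3.38 to 131 ± 40.6 CPM in females, a log2 fold change of 4.94 (standard error 0.31, adjusted p = 2.08e-08). In males it went from 6.30 ± 4.25 to 56.5 ± 15.9 CPM, a log2 fold change of 3.15 (standard error 0.30, adjusted p = 7.4e-06). C3 (ENSMUSG00000024164.15) lies on chromosome 17 of GRCm38 from 57203970 to 57228136. Its level was higher in old females than in old males by 1.22 (adjusted p = 0.00636). The genes for the chains of C1q, the recognition molecule of the classical pathway, rose in both sexes. C1qa rose by 0.84 in females and 0.35 in males, C1qb by 0.81 and 0.34, and C1qc by 0.70 and 0.28. Old females had more C1qa than old males (0.30, adjusted p = 0.022), and the differences in C1qb and C1qc were 0.31 and 0.23 (adjusted p = 0.0513 and 0.0582, and 0.00395 and 0.00907 with DESeq2). For C3 the difference between the aging changes of the sexes was 1.79 (adjusted p = 0.273), and it was 0.48, 0.46 and 0.42 for C1qa, C1qb and C1qc (adjusted p = 0.203, 0.224 and 0.217). The difference in C3 between old mice was lost with robust quasi-likelihood (adjusted p = 0.116) and with the other-cell score (log2 fold change 1.34, adjusted p = 0.128), and that in C1qa also without old female mouse 2 or old male mouse 3 or 5 (adjusted p = 0.0737, 0.0511 and 0.0503). The differences in C1qb passed without old female mouse 1 or old male mouse 4 (adjusted p = 0.0472 and 0.0375), and in C1qc without old female mouse 3 or old male mouse 4 (adjusted p = 0.0389 and 0.0425).

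**Figure D5:**
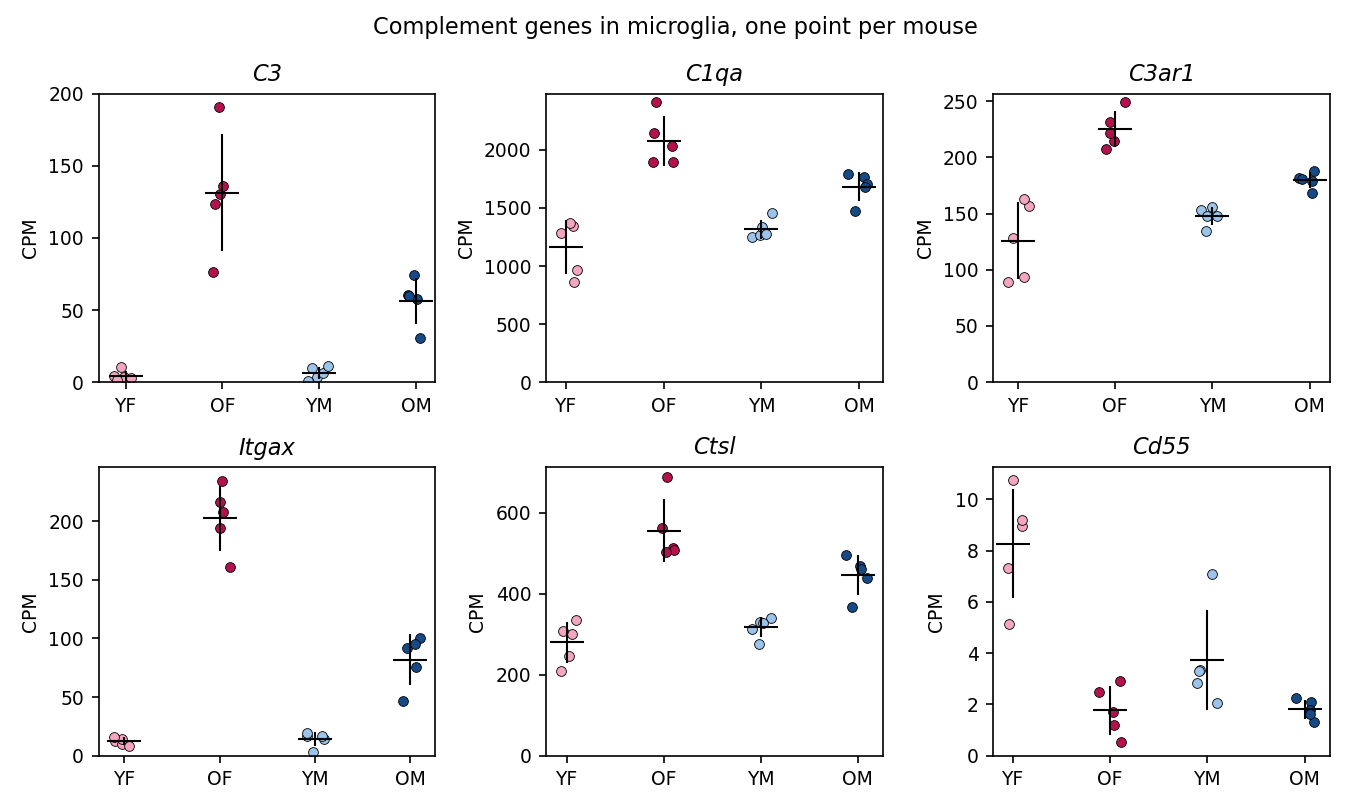
CPM of complement genes per mouse with the mean ± SD of each group; YF, young female; OF, old female; YM, young male; OM, old male. C3 has a mean of 131 CPM in old females and 56.5 CPM in old males.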

*C1qa*, *C1qb* and *C1qc*, which are involved in triggering the classical complement cascade [30], were significantly upregulated in old microglia, particularly in females (Suppl. Figure 6d, e), but most notably, *C3* was dramatically elevated in old microglia of both sexes, and its expression was significantly higher in old female microglia than their male counterparts (Fig. 4b). We also observed similar female-biased aging-associated changes upon analysis of recently published [21] transcriptomic and translatomic datasets (Suppl. Figure 6f, g).

**Fig. 4:**
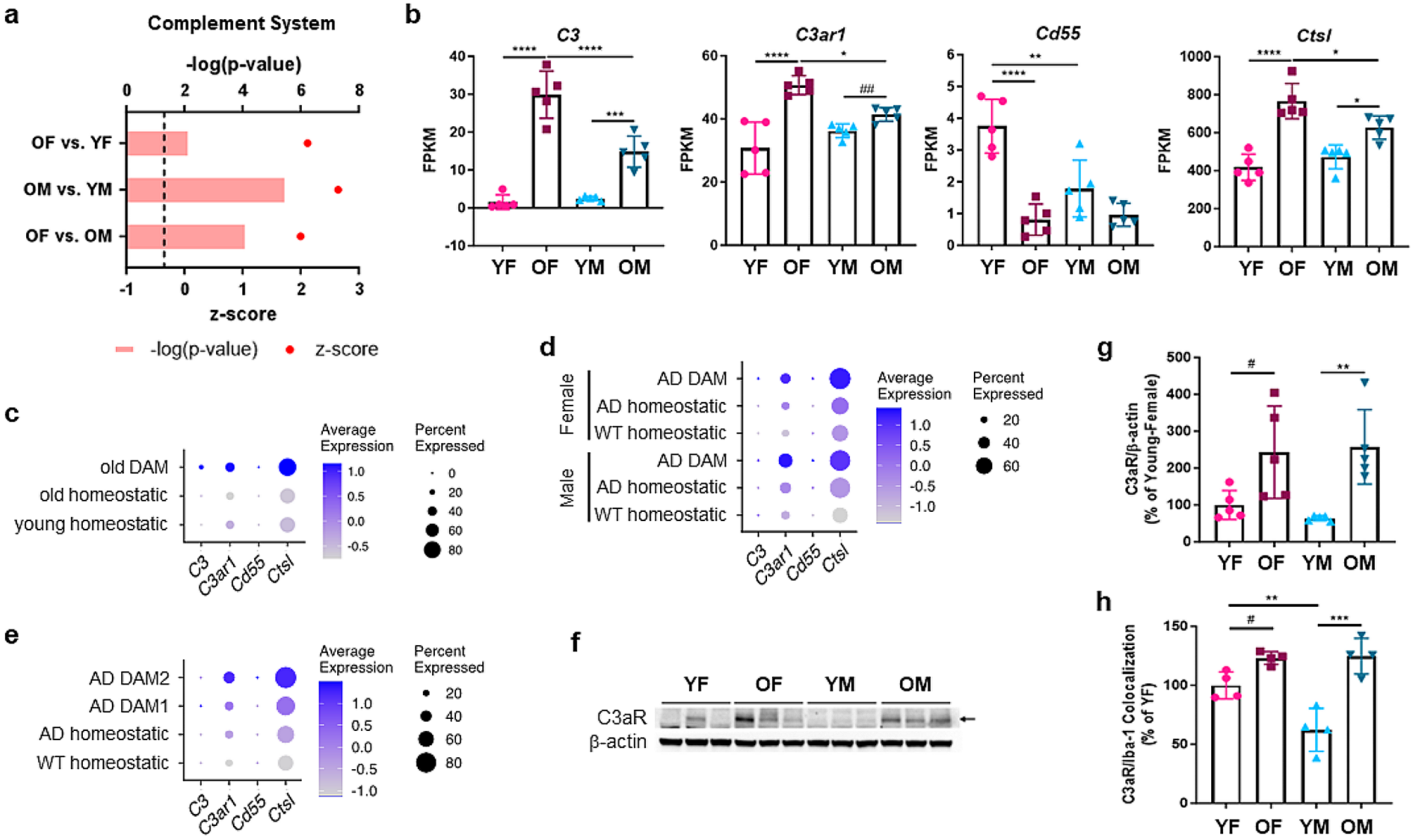
Altered expression of complement pathway components by old hippocampal microglia, especially in females. (**a**) Complement System pathway identified by performing IPA analysis of old versus young female, old versus young male, and old female versus old male microglia. Dashed line: -log_10_ (p-value) cutoff of 1.3 (*p* < 0.05). (**b**) Expression of the complement pathway genes *C3*, *C3ar1*, *Cd55* and *Ctsl*. Data are presented as mean (SD) FPKM values. *n* = 5/group. (**c**) Complement gene expression by homeostatic (young and old) microglia and old DAM [7]. Dot size shows the percentage of cells expressing the genes, and the color intensity scale indicates average gene expression by all cells in the cluster. (**d**, **e**) Complement gene expression by WT and 5XFAD homeostatic microglia and 5XFAD DAM from male and female mice (1 male and 2 females; **d**), and homeostatic microglia and DAM1 and DAM2 subsets (1 male and 2 females combined; **e**) [7]. (**f**, **g**) C3aR protein expression in the hippocampus of young and old, male and female mice. Representative immunoblot images (**f**; arrow: C3aR band) and quantification of C3aR expression (**g**) are shown. *n* = 5/group. Data are presented as mean (SD). (**h**) C3aR expression by microglia (Iba-1^+^) in the hippocampus. Quantification of C3aR/Iba-1 colocalization (% of YF) is shown. *n* = 4/group. Data are presented as mean (SD). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-way ANOVA); #*p* < 0.05, ##*p* < 0.01 (unpaired t-test)

C3 can be cleaved to C3a and C3b by the C3 convertase [31], or by cathepsin L [32]. The gene encoding cathepsin L (*Ctsl*) was increased in old microglia of both sexes and expression of *Cd55*, a C3 convertase inhibitor (also known as decay accelerating factor, DAF) [33], was significantly reduced in old female microglia, with a similar trend in male microglia (Fig. 4b). 

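Ctsl, a lysosomal cysteine protease, rose from 280 ± 51.2 to 556 ± 78.3 CPM in females and from 317 ± 24.8 to 446 ± 48.5 CPM in males. Its log2 fold changes were 0.99 (adjusted p = 2.25e-05) and 0.49 (adjusted p = 0.000686). Cd55 fell in females from 8.27 ± 2.13 to 1.76 ± 0.948 CPM, by 2.24 on the log2 scale (standard error 0.34, adjusted p = 0.000229). In males it was 3.73 ± 1.94 CPM in young and 1.82 ± 0.368 CPM in old mice, a log2 fold change of -1.03 (standard error 0.38, adjusted p = 0.22). Young male mouse 4 had 7.07 CPM of Cd55, against 2.06 to 3.36 CPM in the other young males. Between the sexes the aging changes differed by -1.21 for Cd55 (adjusted p = 0.567) and 0.50 for Ctsl (adjusted p = 0.248). Cd55 passed in males without the 5 young mice that stand apart, chosen after the data were seen (adjusted p = 0.048). The level of Cd55 fell together with the choroid plexus and ependymal markers, whose summed level in old females was 289 CPM.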

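The anaphylatoxin receptor gene C3ar1 rose from 126 ± 34.5 to 225 ± 16.0 CPM in females and from 148 ± 8.28 to 180 ± 7.08 CPM in males (adjusted p = 0.000743 and 0.018). C5ar1, the receptor for C5a, rose in females by 0.85 (adjusted p = 0.00574) and had a log2 fold change of 0.45 in males (adjusted p = 0.0659, and 0.0217 with DESeq2). Itgax went from 12.3 ± 3.17 to 203 ± 27.8 CPM in females and from 14.1 ± 6.23 to 81.9 ± 21.8 CPM in males. The integrin β2 gene Itgb2 rose by 0.90 in females and 0.44 in males (adjusted p = 1.33e-05 and 0.000182). Old females had higher levels than old males of Itgax (1.31, adjusted p = 0.000255), C3ar1 (0.32, adjusted p = 0.00572) and Itgb2 (0.27, adjusted p = 0.00373). For Itgax the difference between the aging changes of the sexes was 1.51 (adjusted p = 0.0935), and it was 0.56 for C3ar1, 0.45 for Itgb2 and 0.40 for C5ar1 (adjusted p = 0.243, 0.188 and 0.729). C5ar1 passed in males without old male mouse 1 or young male mouse 1 (adjusted p = 0.0447 and 0.0179), and the difference for Itgax without young male mouse 5 (adjusted p = 0.014). With the other-cell score as a covariate, C3ar1 and C5ar1 had log2 fold changes of 0.58 and 0.49 in females and were not called (adjusted p = 0.06 and 0.19). The differences in C3ar1 and Itgb2 between old mice were 0.32 and 0.27 with all 4 groups in 1 fit, where they were not called (adjusted p = 0.575 and 0.35).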

We also observed increased expression of the C3a and C5a receptors (*C3ar1* and *C5ar1*), as well as the genes encoding CD11c (*Itgax*) and CD18 (*Itgb2*), which combine to form the iC3b receptor CR4 [34] (Fig. 4b and Suppl. Figure 6d, e). 

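Cd59a went from 10.8 ± 2.18 to 1.31 ± 0.798 CPM in females, a fall of 3.03 on the log2 scale (standard error 0.33, adjusted p = 8.07e-06). In males it was 5.38 ± 4.06 CPM in young and 3.38 ± 1.99 CPM in old mice, a log2 fold change of -0.64 (standard error 0.47, adjusted p = 0.587). In females against males the aging change of Cd59a differed by -2.39 (adjusted p = 0.21, and 0.0347 with DESeq2 or 0.0238 without young male mouse 4). Its level in old females was below that in old males by a log2 fold change of -1.37 (adjusted p = 0.2). Endothelial cells and neurons also express Cd59a. Of 16 endothelial markers, 1 rose and 1 fell in old females (2 and 1 when adjusted over the list alone; camera adjusted p = 0.534), whereas neuron markers had a median log2 fold change of -1.18 (camera adjusted p = 1.21e-08, and adjusted p = 0.0738 with an estimated correlation).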

The gene encoding the regulatory protein CD59 (*Cd59a*), which inhibits the formation of the membrane attack complex (MAC) on target cells [35], was also significantly downregulated in old microglia, which may suggest an increased probability of MAC formation (Suppl. Figure 6d, e).

Given our observations, we hypothesized that increased *C3* and *Ctsl*, decreased *Cd55*, and increased *C3ar1* would collectively result in increased C3a production and autocrine signaling, so we further evaluated the C3a-C3aR pathway. We observed higher expression of *C3*, *Ctsl* and *C3ar1* in DAM from old mice and 5XFAD mice than their homeostatic counterparts, with notably stronger expression in DAM2 (Fig. 4c-e). Western blotting of hippocampal lysates confirmed significantly increased C3aR protein in both female and male old mice (Fig. 4f, g and Additional File 3a). Microglia are the major cell type expressing C3aR in the mouse brain [36], and immunohistochemistry of the mouse hippocampus verified co-localization of C3aR with Iba-1^+^ microglia and demonstrated significantly increased microglial C3aR expression in old mice of both sexes (Fig. 4h and Suppl. Figure 6 h). Taken together, these data revealed aging-related changes in complement pathway components, consistent with elevated C3a production and C3aR signaling in old microglia, especially in females.

In addition to the canonical roles of the complement system, recent studies have suggested that complement proteins can regulate cellular metabolism. For instance, C3a signaling via C3aR activates PI3K/AKT and mTOR in T cells [32, 37] and inhibits oxidative phosphorylation and electron transport chain activity in fibroblasts [38]. To begin to define the impact of C3a on microglial signal transduction and energy metabolism, we treated young (neonatal) microglia with recombinant mouse C3a. Consistent with mTOR activation upon phosphorylation by AKT, C3a treatment increased phosphorylation of both AKT and mTOR at early time points (15 min–1 h), and this was followed by HIF1α induction (Fig. 5a-d and Additional File 3b), which is indicative of mTOR-HIF1α-induced metabolic reprogramming.

**Fig. 5:**
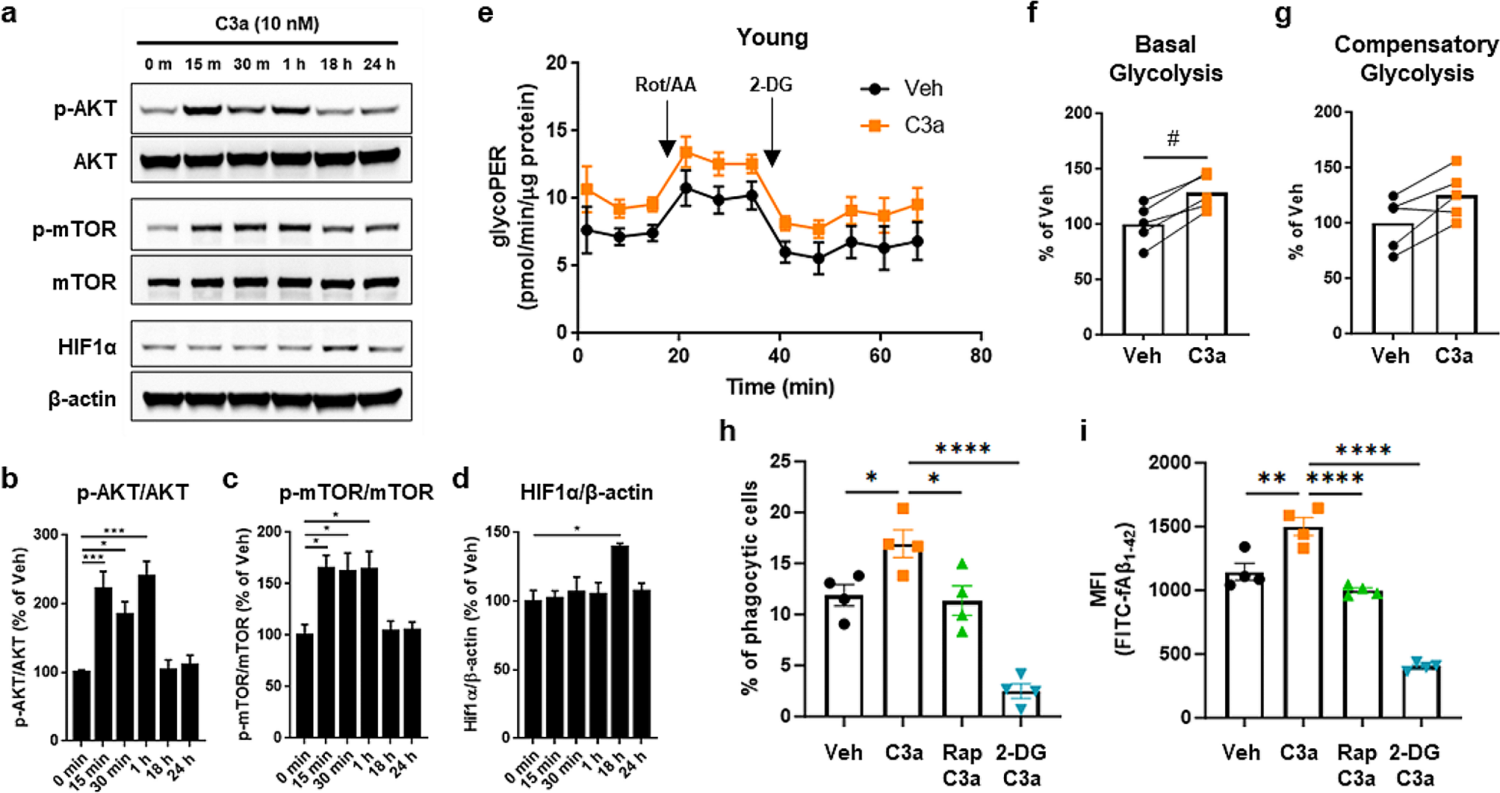
Microglial C3a – C3aR signaling promotes glycolysis and phagocytosis. Young microglia (postnatal day 0–2) were treated with 10 nM recombinant mouse C3a. (**a**-**d**) p-AKT (Ser473), p-mTOR (Ser2448) and HIF1α were assessed by Western blotting at the indicated timepoints (0–24 h), and expression was normalized to total AKT, total mTOR and β-actin, respectively. *n* = 5 replicates. Data are presented as mean (SEM). *p < 0.05, **p < 0.01, ***p < 0.001 (one-way ANOVA). (**e**-**g**) Seahorse assays were used to evaluate real-time glycolytic rate in young microglia (postnatal day 0–2, pooled male and female) after 18 h in vitro treatment with 10 nM recombinant mouse C3a. Stimuli were added as indicated (**e**), and basal glycolysis (**f**) and compensatory glycolysis (**g**) were determined by calculating the glycolytic Proton Efflux Rate (e; glycoPER). *n* = 5/group. #*p* < 0.05 (unpaired t-test). (**h**, **i**) Flow cytometry analysis was performed to assess phagocytosis of FITC-fAβ_1−42_. Rapamycin (50 µM) or 2-DG (5 mM) were pre- (1 h) and co-treated (18 h) with C3a. Proportion of phagocytic cells (**h**) was assessed by evaluating FITC-positive microglia, and FITC MFI was evaluated in total live microglia (**i**). Data are presented as mean (SEM). *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (one-way ANOVA)

We next performed Seahorse XF assays to determine whether C3a-induced mTOR-HIF1α signaling impacts microglial metabolism and observed increased basal glycolysis and a trend towards increased compensatory glycolysis in C3a-treated young microglia (Fig. 5e-g). Collectively, these data implicate elevated microglial C3a – C3aR signaling in the glycolytic shift observed in microglia during aging.

Glycolysis can promote phagocytosis in microglia by providing the necessary energy and metabolites required for target engulfment and digestion [39–41]. Indeed, inhibition of microglial glycolysis can impair their ability to perform phagocytosis effectively [17]. To determine whether C3a-induced glycolysis can also promote the phagocytotic capacity of microglia, we used flow cytometry to evaluate uptake of FITC-fAβ_1−42_ by C3a-treated young microglia. C3a treatment increased the proportion of FITC-fAβ_1−42_-containing microglia, and this effect was abolished by pre- and co-treatment with the mTOR inhibitor rapamycin or the glycolysis inhibitor 2-DG (Fig. 5h, i and Suppl. Figure 7).

Taken together, our studies implicate increased microglial C3a production and autocrine signaling via mTOR-HIF1α-induced glycolysis in the enhanced phagocytic properties of DAM during healthy aging and in an AD model (Suppl. Figure 8). Moreover, our data indicate that this mechanism is activated more strongly in healthy old female mice, which have more abundant DAM than their male counterparts.

## Discussion

Disruption of microglial function has been implicated in the process of brain aging, characterized by the emergence of chronic, low-grade inflammation that is closely associated with neurodegenerative disorders such as Alzheimer’s disease (AD) [6, 8]. Neuroprotective microglia (DAM) have also been proposed to limit pathology by clearing cellular debris and other threats [7], but little is known about sex differences in microglia, including DAM. Our RNAseq analysis, along with a recent report evaluating the transcriptomes and translatomes of hippocampal microglia [21], demonstrated more sex differences in old microglia than young microglia and a stronger impact of aging on female microglia than male microglia.

A recent study implicated enhanced AKT-mTOR-dependent protein synthesis in the inflammatory responses of microglia in old female mice [20], but did not evaluate males. Our data demonstrate stronger aging-associated mTOR activation in females than males, and further reveal that this results in a HIF1α-driven metabolic shift to glycolysis that is specific to DAM. Interestingly, we observed more abundant DAM in old females than old males, which is consistent with a recent report of more Clec7a^+^ CD11c^+^ microglia in old female mice than their male counterparts [21].

DAM have been identified in both healthy aging and disease states, and reported to restrict AD development by phagocytosing Aβ [7] and limiting accumulation of insoluble tau aggregates in the neocortex [28]. Consistent with the sex dimorphism we observed in healthy aging, bulk analysis of microglia from APP/PS1 mice (an early onset AD mouse model) revealed a stronger metabolic shift towards glycolysis in females than males [42], which may also reflect a greater abundance of DAM. Consistent with a neuroprotective role for mTOR in microglia, a recent study reported that increasing microglial mTOR activation by deleting *Tsc1* enhanced Aβ plaque clearance in 5XFAD mice [43]. Interestingly, *Tsc1* deletion induced expression of *Trem2* and other DAM genes (e.g. *Clec7a, Cd68*, *Ctsd*, *Ctsz*, etc.), which suggests that mTOR may be required for DAM induction. Our analysis of DAM in the 5XFAD model of AD indicates that the glycolytic shift is a specific feature of the DAM2 subset. Future studies will be required to determine whether more abundant glycolytic DAM2 are consistently observed in females in neurodegenerative disease models.

Complement proteins have emerged as key regulators of brain health [34, 44] and cellular metabolism [45], and higher concentrations of C3a have been reported in the cerebrospinal fluid of healthy older humans and AD patients [46]. Our data provide novel insights into the involvement of microglial C3a-C3aR in orchestrating metabolic reprogramming during healthy aging, and support a role for C3a in increasing the phagocytic capacity of DAM. Increased C3 cleavage would also provide C3b and iC3b, which could promote phagocytosis by opsonization. Moreover, our data suggest that C3a production and signaling are stronger in female microglia and correlate with emergence of the DAM subset, although further study is required to specifically determine whether microglial C3a-C3aR signaling drives DAM formation.

It is possible that microglial C3aR signaling originates from an intracellular location rather than at the cell surface because recent studies have demonstrated intracellular C3aR signaling from the lysosome and mitochondria [32, 38, 47]. For instance, cathepsin L cleaves C3 stored in lysosomes, and intracellular C3a generation and lysosomal C3aR signaling support resting T cell survival [32]. We observed increased *Ctsl* expression by old microglia, but also decreased expression of *Cd55*, which would be predicted to increase C3 cleavage by the extracellular C3 convertase, so further studies are necessary to determine whether intracellular versus extracellular C3 cleavage and C3aR signaling increase during microglial aging and DAM formation.

C3a has previously been implicated in neurodegenerative disease. Consistent with our findings, a recent study reported C3aR-dependent activation of HIF1α signaling in microglia and described a C3aR-dependent reduction in mitochondrial respiration and elevated lipid species in microglia of APP-KI AD model mice, although this was demonstrated using global deletion of C3aR, which is expressed by vascular endothelial cells in addition to microglia [48], so it is currently unclear whether these effects are direct or indirect. In contrast, inhibition of C3aR reduced glial activity and rescued neuronal defects in a tauopathy model (PS19 mice) [49], and C3aR antagonist-treated APP-transgenic mice had a reduced plaque burden compared to control AD mice [50]. However, these studies also did not specifically target C3a signaling in microglia. Further investigation is therefore necessary to define the roles of C3aR signaling in healthy aging versus neurodegenerative disease, and at early versus late stages of the aging/neurodegenerative process. Mechanisms that are initially beneficial may become detrimental over time or in the context of more severe damage.

It is currently unclear whether the sex dimorphism we observed is governed by cell-intrinsic or extrinsic mechanisms mediated by sex chromosomes (genetic/epigenetic) or sex hormones, but estrogen and testosterone have been shown to influence microglial activity, synaptic density, and cognitive performance [51]. While both males and females experience hormonal changes as they age, the extent and nature of these changes are more pronounced in females, particularly during menopause [52, 53]. Understanding the interplay between sex hormones, microglia, and synaptic plasticity will provide insights into sex-specific cognitive changes during aging.

## Conclusion

In conclusion, our study has shed light on how aging and sex impact microglia in the context of brain health and revealed mechanisms underlying microglial changes during aging. Our findings not only advance our understanding of microglial dynamics during aging, but also uncover potential therapeutic avenues to prevent or reverse neurodegeneration. By targeting the autocrine C3a-C3aR signaling pathway in microglia, interventions could be developed to mitigate aging-related neurodegenerative processes, promote neuroprotection, and preserve brain function. However, future studies are required to determine how C3a signaling in microglia impacts neuronal health and pathology, and whether such interventions are likely to be equally effective in males and females, given the sex differences we observed.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

## Data Availability

Datasets supporting the conclusions of this article are available in the GEO repository (https://www.ncbi.nlm.nih.gov/geo/): bulk RNAseq dataset generated for this study (GSE267529), RNAseq and NuTRAP data (GSE233400) and scRNAseq data for homeostatic microglia and DAM (GSE98969). Other datasets supporting the conclusions of this article are included within the article and its additional files.

## Abbreviations

AD: Alzheimer’s Disease
DAM: Disease-associated microglia
DEG: Differentially expressed genes
GlycoPER: Glycolytic proton efflux rate
IPA: Ingenuity Pathway Analysis
OCR: Oxygen consumption rate

# Supplementary material for: Microglia undergo sex-dimorphic transcriptional and metabolic rewiring during aging
**Source:** J Neuroinflammation. 2024 Jun 5;21:150. doi: 10.1186/s12974-024-03130-7
**Supplement:** Supplementary file 1 — Supplementary Material 1

Additional File 3

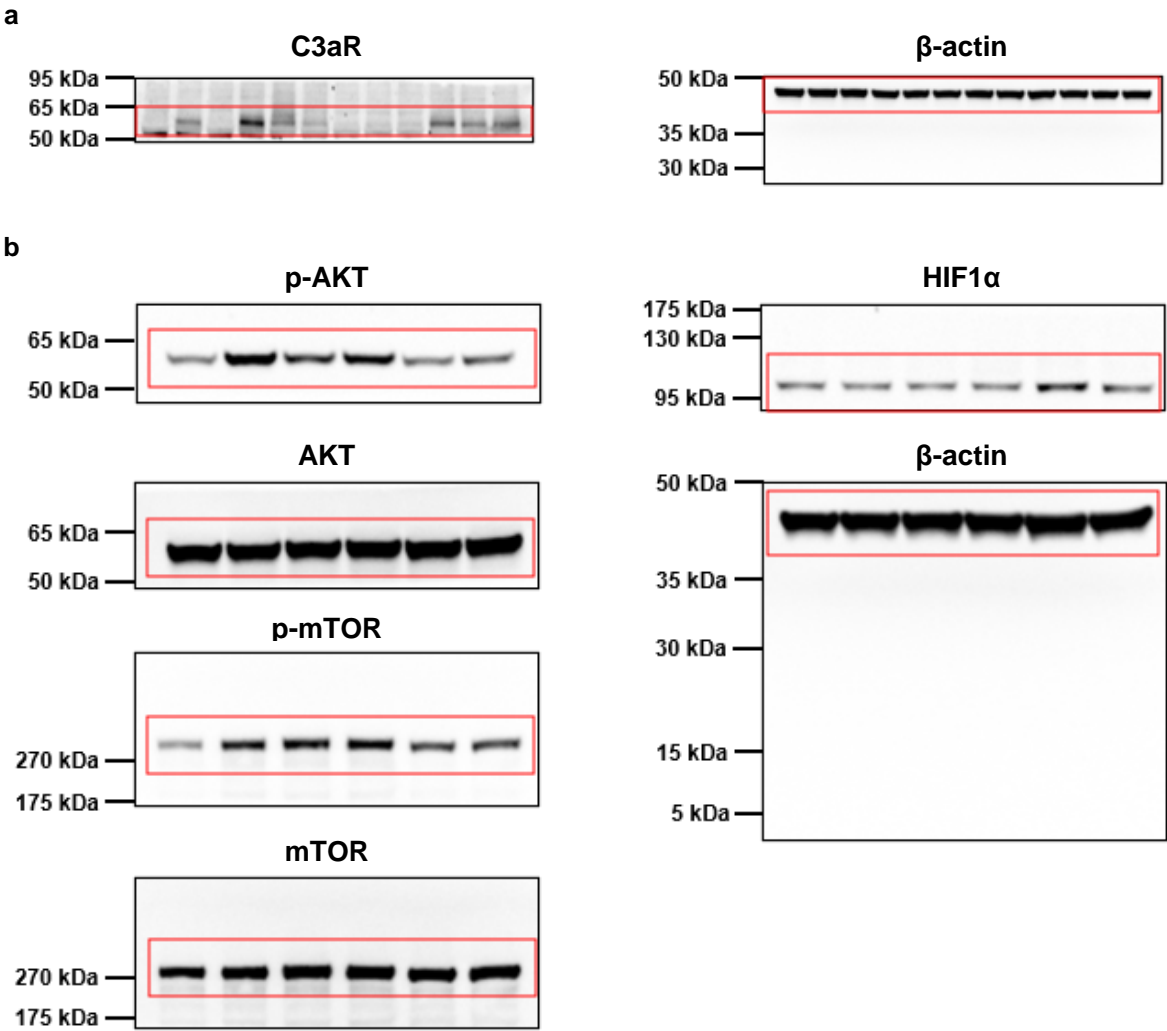

**Additional File 3. Western Blot raw images.** Blots used in Figure 4f (a) and Figure 5a (b) are shown. Red boxes indicate cropped areas shown in the figures.

# Supplementary material for: Microglia undergo sex-dimorphic transcriptional and metabolic rewiring during aging
**Source:** J Neuroinflammation. 2024 Jun 5;21:150. doi: 10.1186/s12974-024-03130-7
**Supplement:** Supplementary file 4 — Supplementary Material 4

**Supplemental Figures**

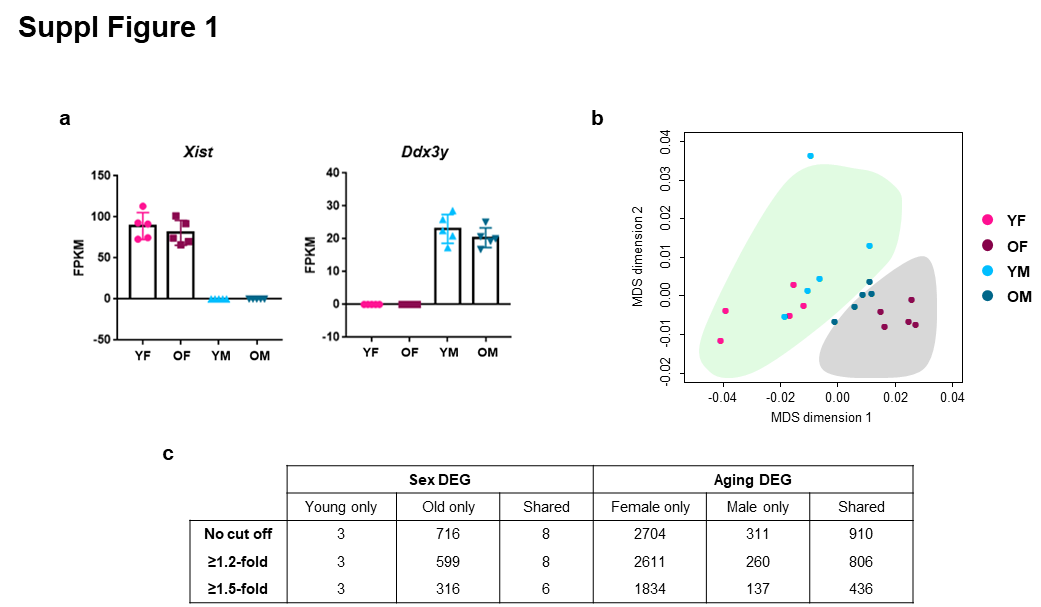

**Suppl. Figure 1. Transcriptomic profiling of hippocampal microglia in young and old, male and female mice.**

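Xist, the RNA that silences an X chromosome, is transcribed in cells with 2 X chromosomes, and Ddx3y encodes a helicase on the Y chromosome, so the pair tells the sexes apart. Xist was at 1439 ± 313 CPM in young and 1377 ± 178 CPM in old females, and at 0.988 ± 0.747 and 0.811 ± 0.851 CPM in young and old males. Ddx3y was at 74.9 ± 12.5 CPM in young and 71.2 ± 10.7 CPM in old males. It had 0 counts in 5 of 5 young females and 1 count in old female mouse 5. All 20 libraries had the levels that their labelled sex calls for. Xist (ENSMUSG00000086503.4) lies on chromosome X of GRCm38 from 103460366 to 103483254, and Ddx3y on chromosome Y from 1260771 to 1286629.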

(a) Expression of *Xist* and *Ddx3y* verifies female and male sample identification, respectively. Data are presented as mean (SD) FPKM values. (b) Multidimensional scaling (MDS) analysis of bulk RNAseq data from young (4-month) and old (25-month), female and male microglia. (Y, young; O, old; F, female; M, male) (c) Pairwise comparisons showing number of differentially expression genes (DEG) calculated without fold change cut-offs and with 1.2- and 1.5-fold change cut-offs. Sex DEG = Female vs. Male; Aging DEG = Old vs. Young.

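These comparisons can also be restricted to larger changes. With a fold change of at least 1.2, 2917 genes were called for age in females, 706 for age in males, 10 for sex in young mice and 283 for sex in old mice. With a fold change of at least 1.5, the counts were 2292, 433, 9 and 163. At that level the 1 gene lost in the young comparison was Kdm5c, which had a log2 fold change of 0.55 between females and males, whereas Xist differed by 10.51. With DESeq2 and a fold change of at least 1.5, the counts were 2574, 586, 12 and 314.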

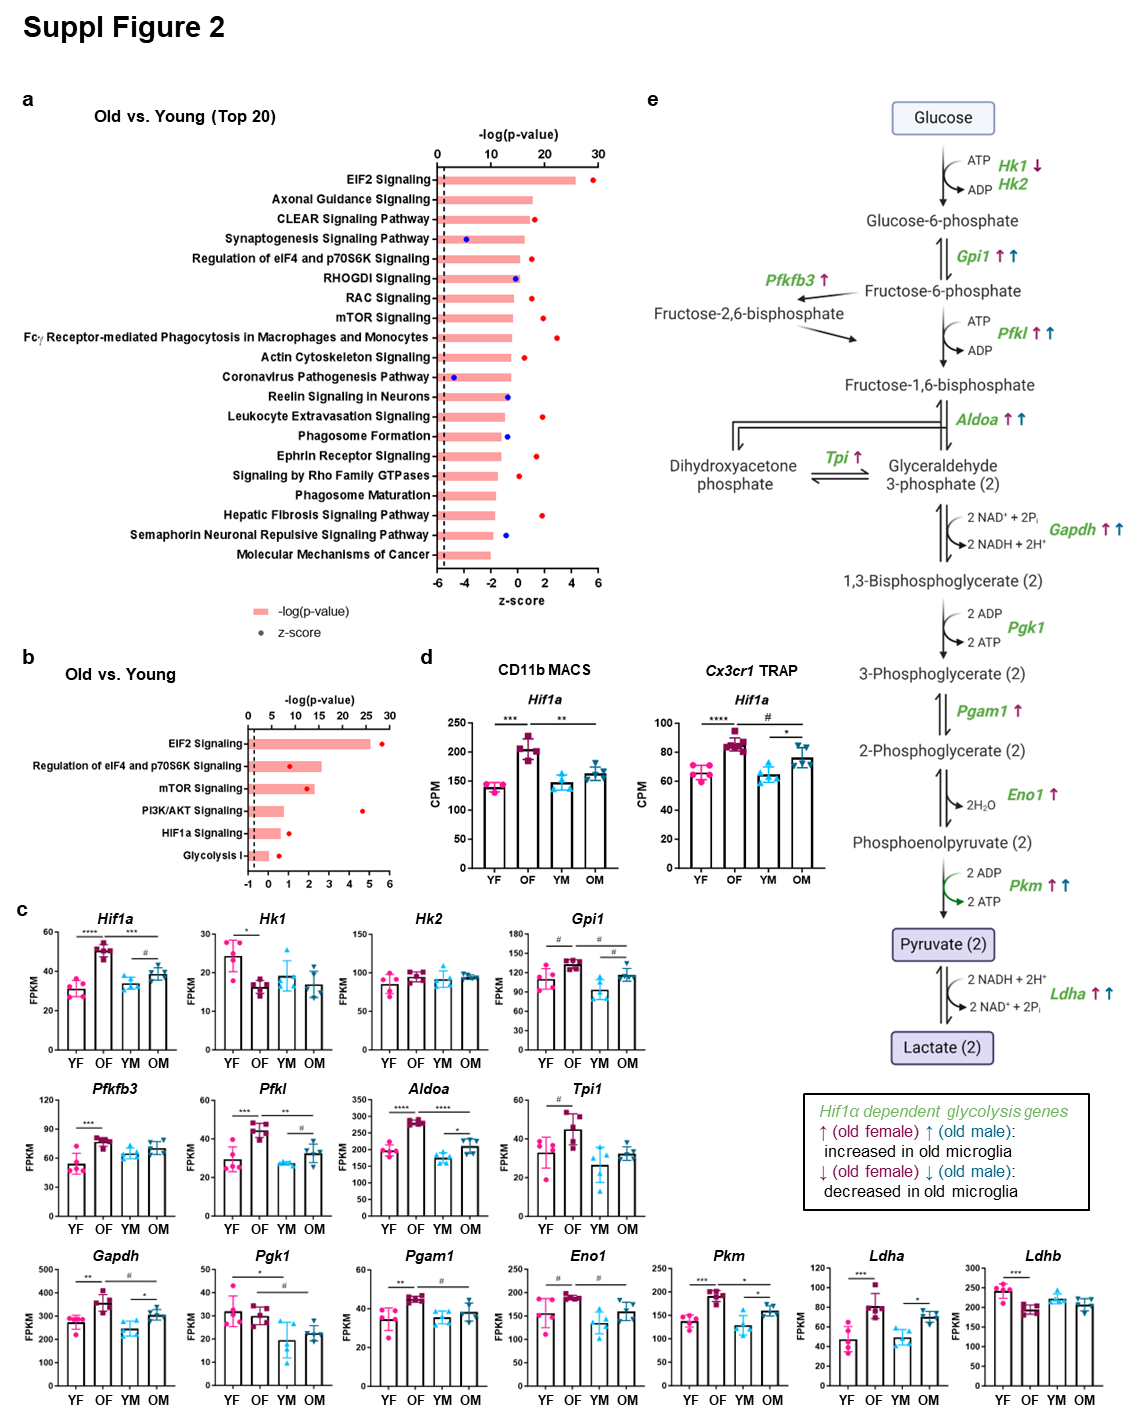

**Suppl. Figure 2. Expression of HIF1α-dependent glycolysis genes by hippocampal microglia.**

(a-b) Ingenuity Pathway Analysis (IPA) of aging-associated genes comparing old versus young (FDR < 5% with sex as a covariate). The top 20 most significant pathways (a) and metabolic pathways (b) are shown. Red dots represent positive z-scores, and blue dots represent negative z-scores. Dashed line: -log_10_ (p-value) cutoff of 1.3. (c) Expression *Hif1a* and glycolysis-related genes by young and old, female and male microglia. Data are presented as mean (SD) FPKM values. n=5/group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-way ANOVA); #p < 0.05 (unpaired t-test). (d) *Hif1a* expression by hippocampal microglia from recently published datasets[21]: CD11b^+^ hippocampal microglia (RNAseq) and *Cx3cr1*-expressing hippocampal microglia (NuTRAP analysis of translating RNA). Data are presented as mean (SD) CPM values. n=3-5/group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-way ANOVA); #p < 0.05 (unpaired t-test). (e) Schematic of the glycolysis pathway (created using BioRender.com). HIF1α-dependent glycolysis genes are shown in green. Dark pink arrows represent changes in old female microglia, and dark blue arrows represent changes in old male microglia.

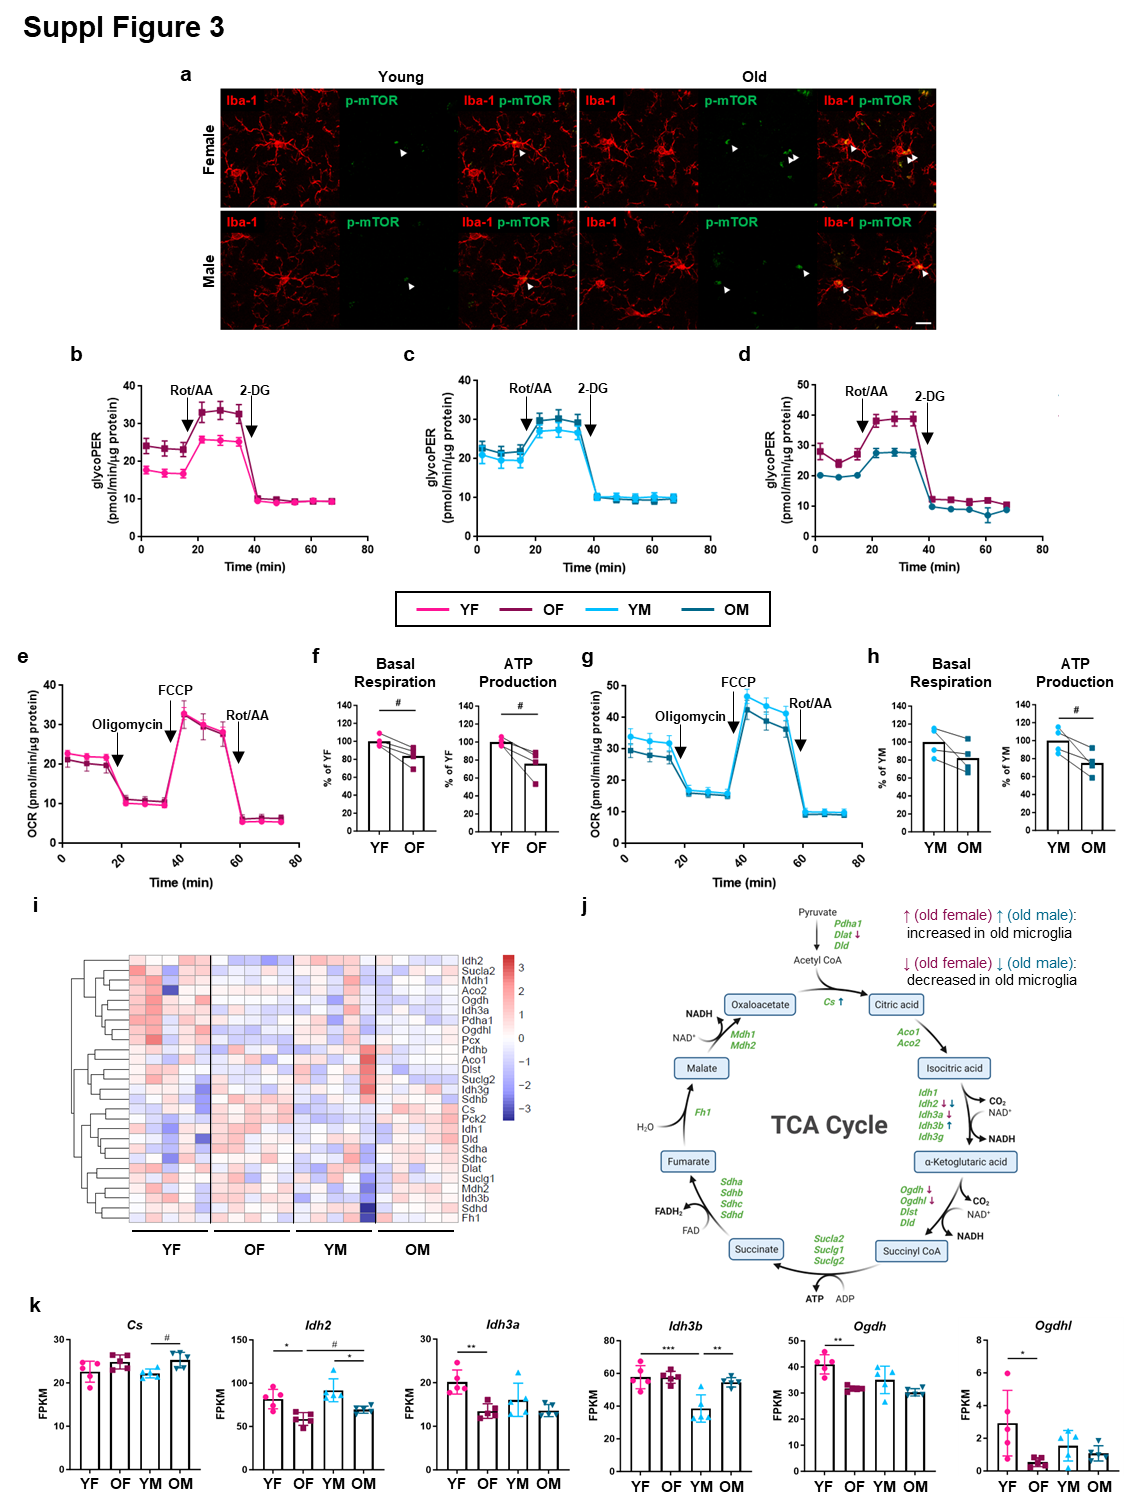

**Suppl. Figure 3. Metabolic analysis of cortical and hippocampal microglia.**

(a) Representative images (CA1 region) of mTOR phosphorylation in hippocampal microglia (Iba-1^+^). Scale bar = 10 μm. Arrow: co-localized Iba-1 and p-mTOR. (b-h) Microglia from the hippocampus and cortex were pooled and their metabolic activity was assessed using Seahorse assays. Basal and compensatory glycolysis were evaluated by treating with rotenone/antimycin A and 2-DG, and calculating the glycolytic Proton Efflux Rate (glycoPER) (b-d). Basal respiration and ATP production were evaluated by treating with oligomycin, FCCP, and rotenone/antimycin A, and calculating the oxygen consumption rate (OCR) (e-h). Stimuli were added as indicated in the figures. n=4/group. Old female microglia were compared to young female microglia (b, e, f), old male microglia were compared to young male microglia (c, g, h), and old female microglia were compared to old male microglia (d). Data are shown as mean (SEM) (b-e, g) or mean values of paired samples (f, h). #p < 0.05 (unpaired t-test). (i) Heatmap showing expression of genes in the TCA cycle KEGG pathway. Color bar indicates row z-score. (j) Schematic of the TCA cycle (created using BioRender.com). Genes involved at each step are shown in green. Dark pink arrows represent changes in old female microglia, and dark blue arrows represent changes in old male microglia. (k) Microglial expression of TCA cycle genes differentially expressed (FDR < 5%) by old female and/or old male microglia compared to their young counterparts. 

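Cs, which encodes citrate synthase, and Idh3b, a regulatory subunit of isocitrate dehydrogenase, had positive changes in old males. Cs was at 61.0 ± 2.65 CPM in young and 74.0 ± 6.10 CPM in old males, a log2 fold change of 0.28 (adjusted p = 0.0878, and 0.0253 with DESeq2 or 0.0448 without old male mouse 1). Idh3b was at 41.7 ± 5.67 and 53.6 ± 3.77 CPM, a log2 fold change of 0.36 (adjusted p = 0.0807, and 0.0288 with DESeq2 or 0.0411 without young male mouse 2). In females Cs had a log2 fold change of 0.25 (adjusted p = 0.153) and Idh3b 0.09 (adjusted p = 0.697). The differences between the aging changes of the sexes were -0.03 and -0.28 (adjusted p = 1 and 0.729).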

Data are presented as mean (SD) FPKM values. n=5/group. *p < 0.05, **p < 0.01, ***p < 0.001 (two-way ANOVA); #p < 0.05 (unpaired t-test).

**
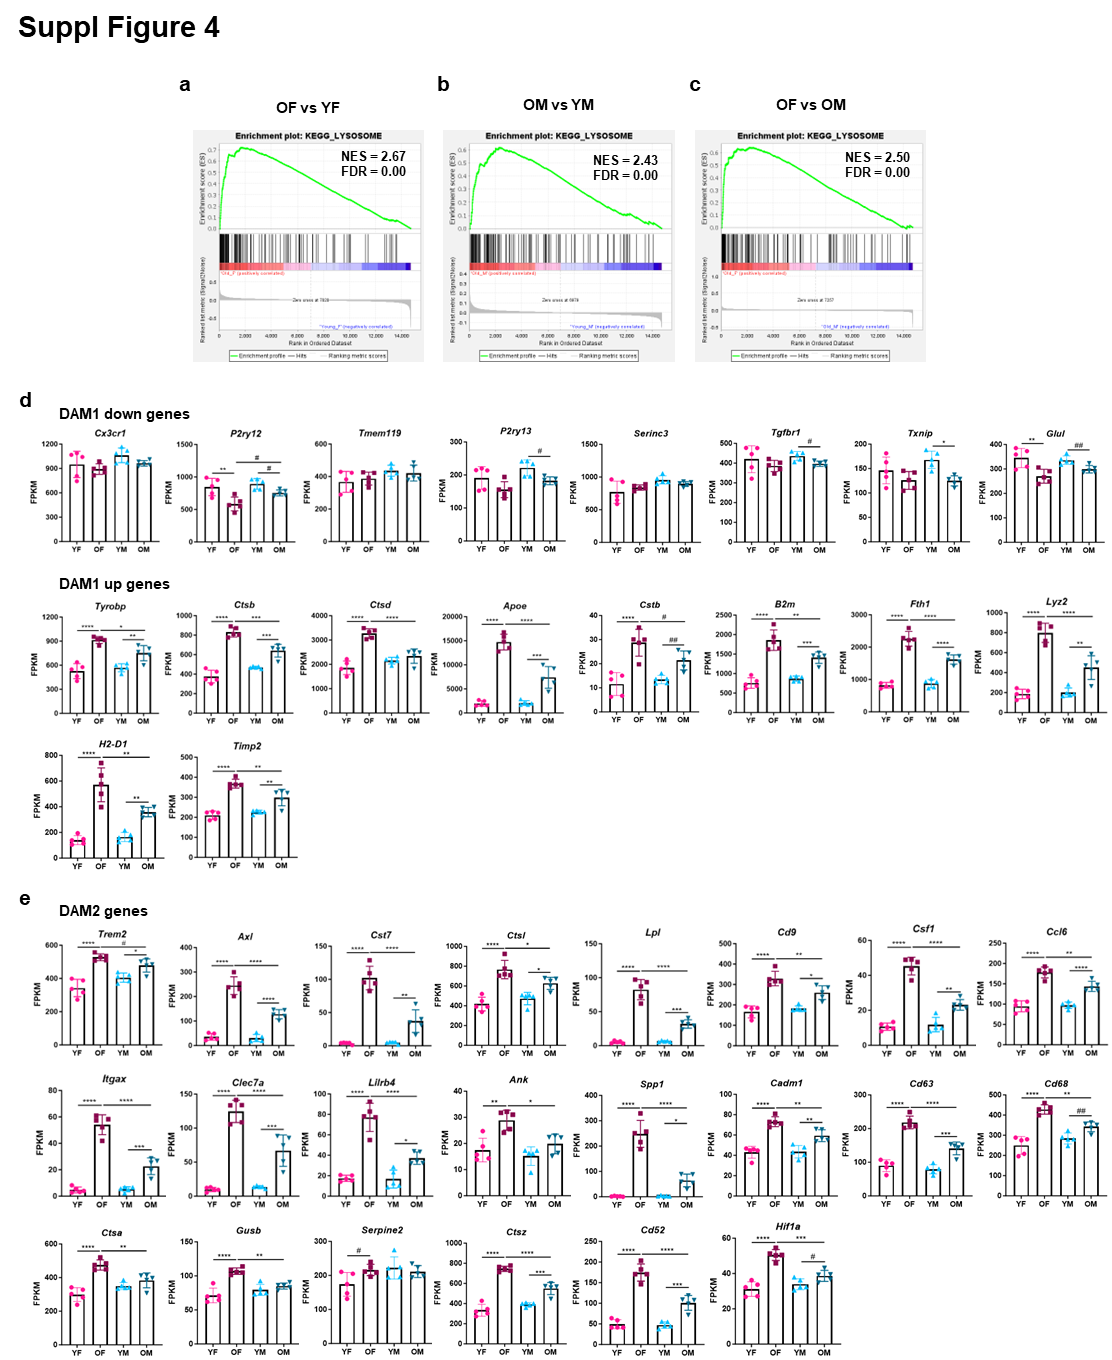
**

**Suppl. Figure 4. Expression of lysosomal pathway genes and DAM genes.**

(a-c) GSEA plots of the Lysosome KEGG pathway comparing old versus young female microglia (a), old versus young male microglia (b), and old female versus old male microglia (c). (d, e) Expression of DAM signature genes[7] by young and old, male and female hippocampal microglia assessed by bulk RNA-seq: genes downregulated and upregulated in DAM1 microglia compared to homeostatic microglia (DAM1 down and DAM1 up, respectively; d), and genes upregulated in DAM2 microglia compared to DAM1 microglia (e). 

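Genes drawn in these panels were called in more cases in females than in males, though the calls themselves do not test a difference between the sexes. Cstb, an inhibitor of cathepsins, Fth1, the ferritin heavy chain, and Lyz2, lysozyme, rose with age in both sexes. Lyz2 went from 224 ± 57.9 to 1038 ± 122 CPM in females and from 240 ± 51.1 to 576 ± 160 CPM in males. Cd9, a tetraspanin, rose by a log2 fold change of 1.10 in females and 0.60 in males. Ank, a pyrophosphate transporter, rose by 0.94 in females and had a log2 fold change of 0.40 in males (adjusted p = 0.213, and 0.0243 with the other-cell score as a covariate). Ctsa, a lysosomal carboxypeptidase, rose by 0.66 in females and had a log2 fold change of 0.20 in males (adjusted p = 0.0872, and 0.0477 with DESeq2 or 0.00236 without old male mouse 1). Of the homeostatic genes, Tmem119 had a log2 fold change of 0.20 in females (adjusted p = 0.319) and 0.06 in males (adjusted p = 0.759), and P2ry13 -0.18 and -0.20 (adjusted p = 0.414 and 0.206). The rise of Cstb in males was lost without old male mouse 2, 3 or 4 or young male mouse 1, 2, 3 or 4 (adjusted p = 0.0578 to 0.119). P2ry13 fell in females without young female mice 2 and 5, chosen after the data were seen (log2 fold change -0.38, adjusted p = 0.0236).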

Data are presented as mean (SD) FPKM values. n=5/group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 (two-way ANOVA); #p < 0.05, ##p < 0.01 (unpaired t-test). (note that *Cd68* data are also shown in Figure 3b, *Hif1a* data in Suppl. Figure 2c, and *Ctsl* data in Figure 4b)

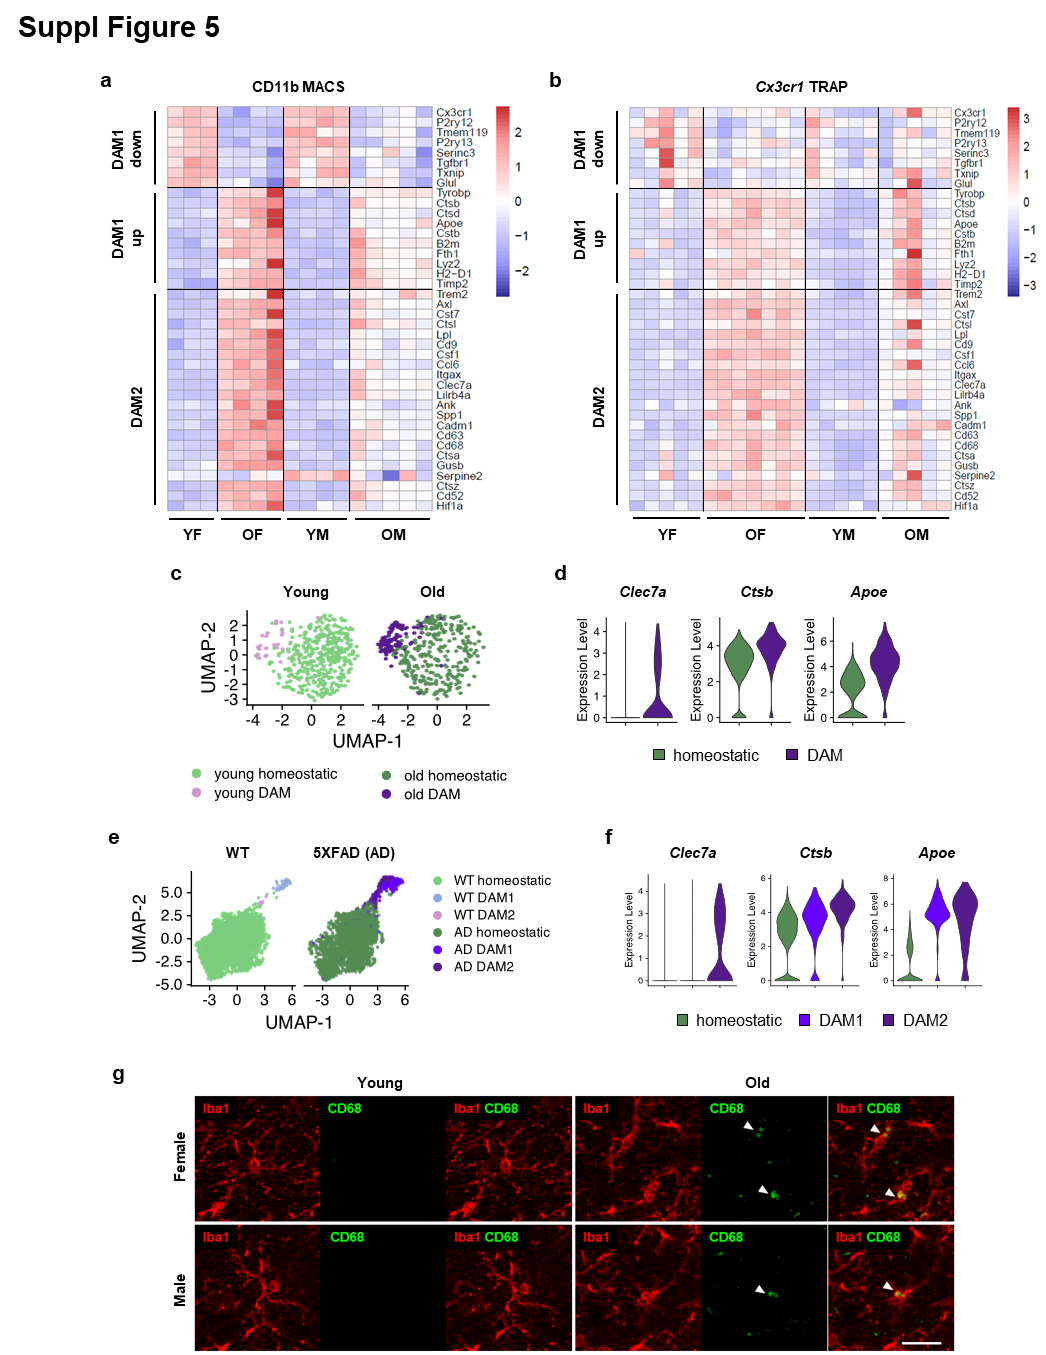

**Suppl. Figure 5. Analysis of homeostatic microglia and DAM in young and old mice and 5XFAD mice.**

(a, b) Heatmaps showing expression of genes downregulated and upregulated in DAM1 microglia compared to homeostatic microglia (DAM1 down and DAM1 up, respectively) in recently published datasets[21]: CD11b^+^ hippocampal microglia (RNAseq; a) and *Cx3cr1*-expressing hippocampal microglia (NuTRAP analysis of translating RNA; b). (c) UMAP of homeostatic microglia and DAM identified by scRNAseq (reanalyzed from [7]). (d) Expression of key DAM signature genes by the homeostatic microglia and DAM. (e) UMAP of homeostatic microglia and DAM (classified as DAM1 and DAM2) from WT and 5XFAD mice (reanalyzed from [7]). (f) Expression of key DAM signature genes by the homeostatic microglia and DAM1 and DAM2 cells. (g) Representative images of DAM (DG region) assessed by staining CD68 puncta in hippocampal microglia (Iba-1^+^). Scale bar = 20 μm. Arrow: co-localized Iba-1 and CD68.

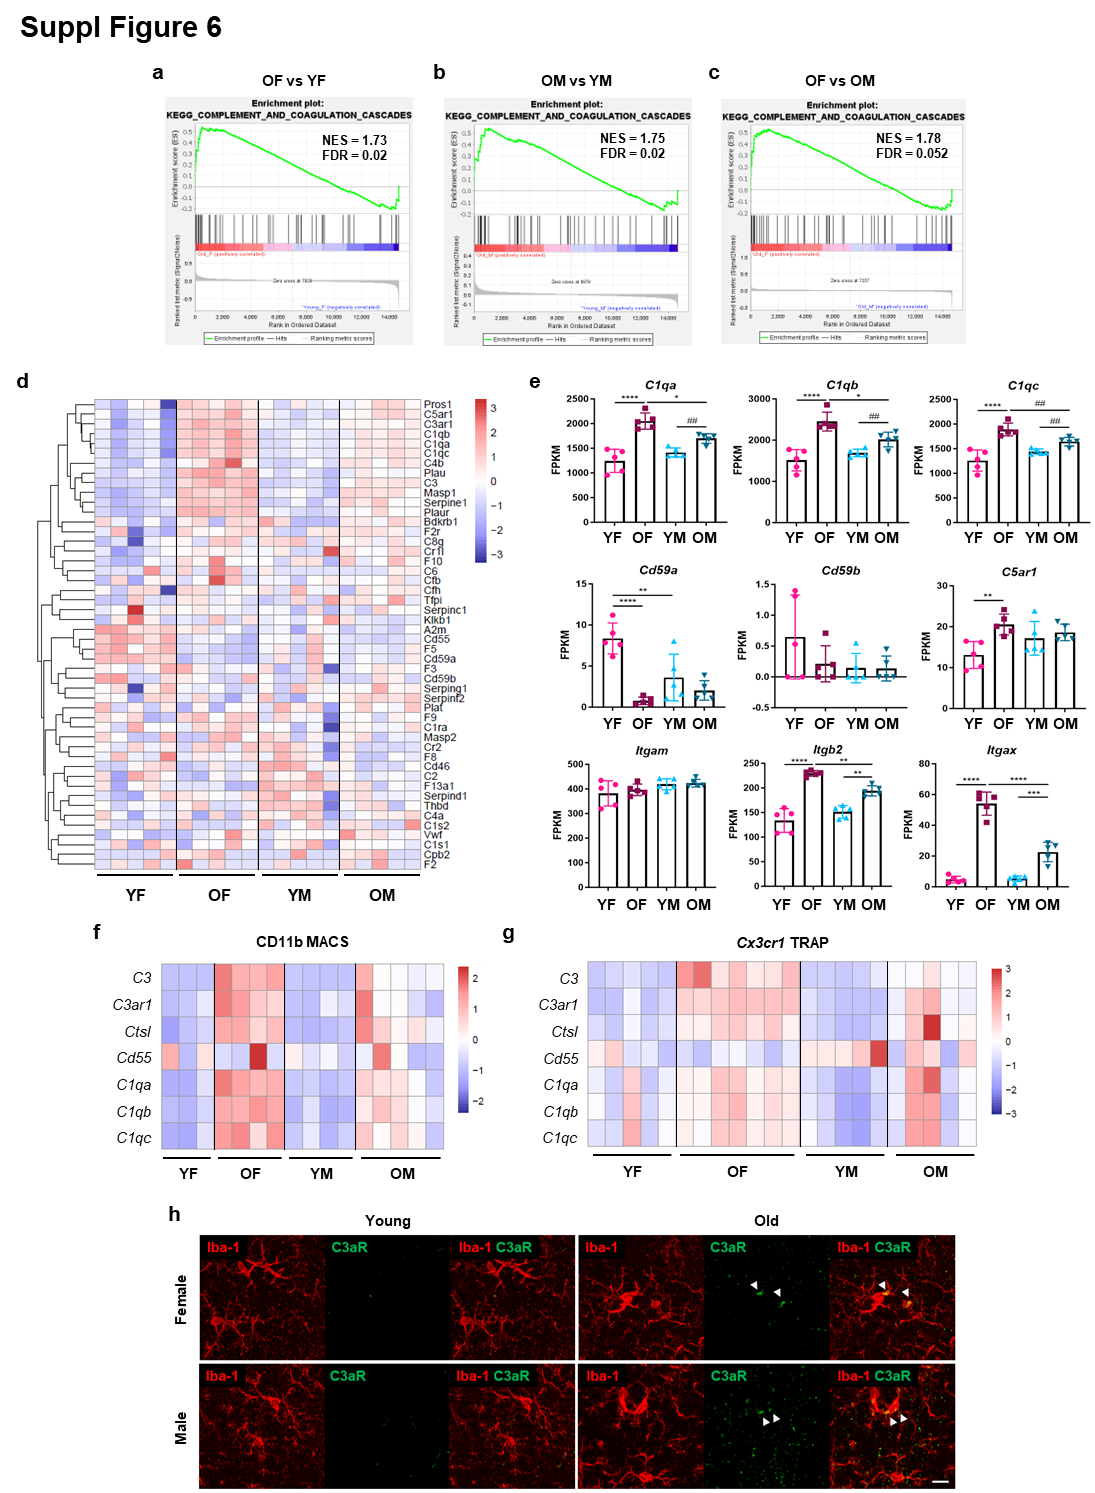

**Suppl. Figure 6. Expression of complement pathway genes.**

(a-c) GSEA plots of the KEGG Complement and Coagulation Cascades pathway comparing old versus young female microglia (a), old versus young male microglia (b), and old female microglia versus old male microglia (c) (FDR < 5%). NES, normalized enrichment score. (d) Heatmap of genes involved in the KEGG Complement and Coagulation Cascades pathway. Color bar indicates row z-score. (e) Expression of complement pathway-associated genes *C1qa*, *C1qb*, *C1qc*, *Cd59a*, *Cd59b*, *C5ar1*, *Itgam*, *Itgb2*, and *Itgax*. 

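Itgam, which encodes CD11b, the protein used to select the cells, was at 1668 ± 277 CPM in young and 1863 ± 138 CPM in old females (log2 fold change 0.16, adjusted p = 0.335). In males it was at 1807 ± 105 and 1959 ± 87.3 CPM (log2 fold change 0.11, adjusted p = 0.28). Cd59b, a paralog of Cd59a that is mainly expressed in testis, was near the detection limit at 0.243 ± 0.264 CPM in young females and 0.0523 ± 0.0759 CPM in old males. Its log2 fold change with age was -1.27 in females (standard error 1.28, adjusted p = 0.578) and -0.02 in males (standard error 1.86, adjusted p = 0.996), so a change in Cd59b was not detectable at this depth.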

Data are presented as mean (SD) FPKM values. n=5/group. *p < 0.05, **p < 0.01, ***p < 0.001, ****p <0.0001 (two-way ANOVA); ##p < 0.01 (unpaired t-test). (f, g) Heatmaps of complement pathway gene expression by hippocampal microglia from recently published datasets[21]: CD11b^+^ hippocampal microglia (RNAseq; f) and *Cx3cr1*-expressing hippocampal microglia (NuTRAP analysis of translating RNA; g). (h) C3aR expression by microglia (Iba-1^+^) in the hippocampus. Representative images (CA1 region) are shown. Scale bar = 10 μm. Arrow: co-localized Iba-1 and C3aR.

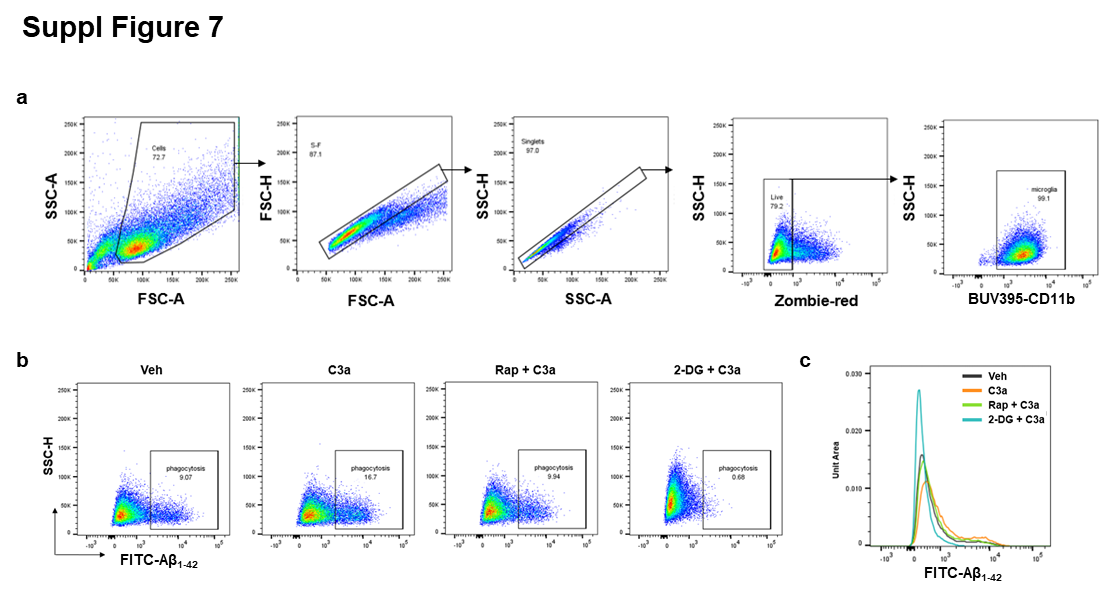

**Suppl. Figure 7. Evaluation of fAβ_1-42_ phagocytosis.**

Young microglia (postnatal day 0-2, pooled male and female) were treated with 10 nM recombinant mouse C3a for 18 h prior to addition of FITC-fAβ_1-42_ (1 μM). (a) Gating strategy of flow cytometry analysis using young microglia. CD11b^+^ live single cells (anti-CD11b BUV395) were analyzed for FITC-fAβ_1-42_ phagocytosis. (b) Representative dot plots showing the frequency of phagocytic microglia. Rapamycin (50 μM) or 2-DG (5 mM) were pre- (1 h) and co-treated (18 h) with C3a. (c) Representative histogram showing mean fluorescent intensity of FITC-fAβ_1-42_ inside the microglia.

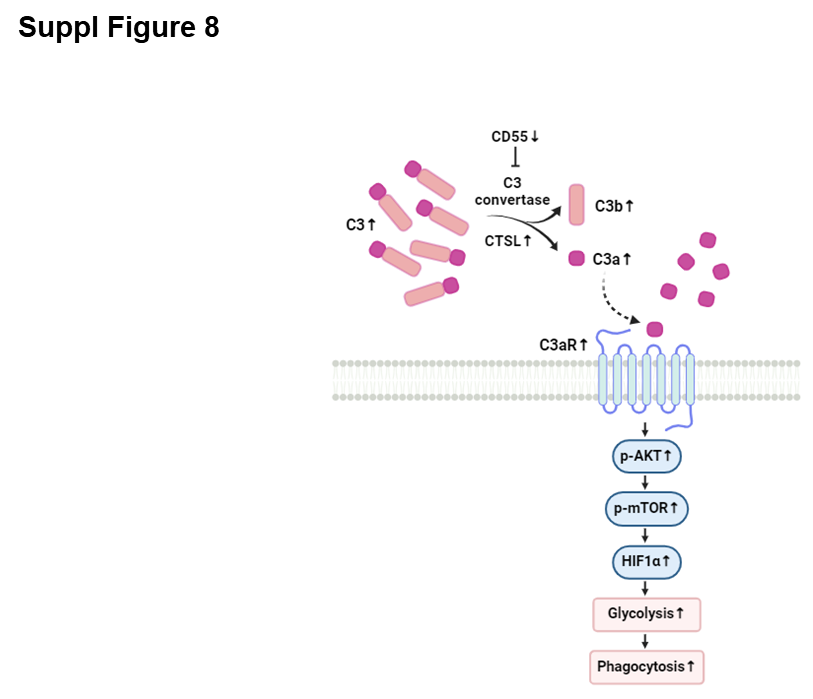

**Suppl. Figure 8. C3a-driven metabolic rewiring of DAM2 microglia.**

Our data support a model (created using BioRender.com) in which DAM2 microglia produce more C3a due to increased *C3* transcription and elevated cleavage of C3 to C3a and C3b. Moreover, increased C3aR expression results in stronger autocrine sensing of C3a, either at the cell surface or at an intracellular site, resulting in an AKT-mTOR-driven increase in HIF1α production that induces a metabolic shift to glycolysis and promotes their phagocytic activity.

How the deposited data were processed for this re-analysis (not part of the article)

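Gene counts from bulk RNA sequencing of hippocampal microglia of 20 mice were used, 5 in each of 4 groups: young (4 months) and old (25 months), female and male. According to the paper's methods, cells were isolated in the presence of transcription and translation inhibitors, selected with beads against CD11b, and turned into libraries with the SMART-Seq V4 low-input kit and Nextera XT. Reads were single-end and aligned with STAR to mm10. The counting program and the annotation it used are not given in the sources used here. As deposited, the values are expected counts per gene, whole numbers that the authors had not scaled to library size, in columns whose header has the ending that RSEM gives its gene tables. The table holds 1 column per mouse for 55385 genes and 92 ERCC control sequences, which had 0 counts throughout and were left out. Gene IDs with version matched those of GENCODE M21 (GRCm38, the same assembly as mm10) for 54487 genes, and coordinates are from that annotation. Other experiments in the paper were not analysed here.

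Total counts per library were 17275616 to 23861911, with a median of 18566260. Xist and Ddx3y were as labelled in 20 of 20 libraries. At this depth a gene with 0 counts in a library is compatible with an expectation of up to 3 counts (upper 95% limit), which covers counting error only, since reads without molecular identifiers are not independent molecules. In all 20 libraries, Rn7s1 and Rn7s2 carried equal counts, and the 2 genes were not interpreted.

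Fits used R 4.3.3 and edgeR 4.0.16 with TMM normalization, genes with at least 6 counts summed over the libraries of the fit, the quasi-likelihood F test and Benjamini-Hochberg adjustment, with a threshold of 0.05. The 4 pairwise comparisons (old against young in each sex, female against male at each age) used only their own 10 libraries. Aging-associated genes were fitted over all libraries with sex as a covariate, sex-associated genes with age as a covariate, and the difference between the aging changes of the sexes as the interaction of age and sex. Log2 CPM values used a prior count of 2. Principal components were taken from log2 CPM of all genes kept, with differences between groups tested by permutation (all splits for 5 mice against 5, otherwise 100000 draws). With 5 mice against 5, chance alone separates the groups without overlap for 0.79% of genes.

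There were 37 gene lists, written from general and published knowledge before the data were examined, 13 of them markers of other cell types. They were tested with camera from limma 3.58.1 at a preset correlation of 0.01, adjusted over the lists within a comparison, and again with the correlation estimated from the data. Counts of list members are given at the adjusted p over all genes and adjusted over the list alone. The genes named are those the paper names, the 10 largest changes per comparison among called genes with a mean of at least 10 CPM in the higher group and, for pairwise comparisons, no overlap between the groups (clone and predicted-gene names left out), and for each list the 4 most changed members that pass and the 2 most abundant that do not, with any of the paper's genes in which 1 mouse stood apart. The paper's genes were known from its text and tables. Genes outside this rule are said to be named after their values were seen.

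Alternatives set before the data were examined were DESeq2 1.42.0, RLE normalization, filterByExpr, at least 6 counts in 5 samples, no filter on low counts, robust quasi-likelihood, limma's voom with quality weights, all 4 groups in 1 fit, the mouse number as a block, counts thinned to equal depth, a score of other-cell markers as a covariate, fold changes of at least 1.2 and 1.5, fry for the lists, the 500 most variable genes or scaled genes for the principal components, and leaving out each mouse in turn. Added after the data were seen were fits without young female mouse 3 and young male mouse 5 (fewest genes detected), without young female mice 2 and 5 (farthest on the first component), and without these 4 and young male mouse 3. The other-cell score was the mean log2 CPM of neuron, astrocyte, oligodendrocyte and endothelial markers. It left out markers of choroid plexus and ependymal, mural and immune cells. Each comparison was also repeated over 100 splits of its libraries, the real one included. The fits were tested on simulated data with 200 changed genes, where edgeR recovered 17.9%, 47.8% and 83.3% of genes changed by 1.5, 2 and 4 times in the female aging comparison, and 5.97%, 29.9% and 72.7% in the interaction. Of its 116 calls in the former, 17 fell on unchanged genes, against 51 of 172 with DESeq2 and 14 of 102 with voom. All simulated libraries shared the same mean profile, and each gene had the same dispersion in every group. The real young groups spread more widely and far more genes were called, so these shares need not hold for the real data. Results for some single genes are withheld and not reported here. Pathway predictions of the commercial tool that the paper used were not repeated.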

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

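The patterns weighed were chosen after the results had been seen. The bounds for the covariates of choroid plexus and neuron markers and for the genes detected at equal depth were written before their values, and the other bounds after them, as were the rules that select gene lists as differing between the sexes or as lying outside the paper's topics.

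Aging called 2927 genes in females and 726 in males. Libraries apart on the first principal component, unequal spread of the young libraries and depth were tested as technical explanations, and the ratio of the counts stayed at 2.82 without young female mice 2 and 5, 2.36 without the 5 young mice that stand apart and 4.16 with every library thinned to the same total, so these do not account for it alone. RNA of other cells was not weighed as an explanation of this ratio. With the other-cell score as a covariate, which leaves out choroid plexus and ependymal markers, 2547 genes were called in females and 1131 in males. Of these, 1107 and 704 were higher in old mice. A larger change in females was tested by the share of aging-associated genes with the larger absolute change there, which was 84.1% against at most 84.4% in the other splits of sex within age, and 2 of 100 splits, the real one included, reached it. A larger aging response in females remains possible on this test, in which 1 other split did as well.

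In old females 1438 genes were lower, with a median of -1.86, and choroid plexus, neuron and astrocyte markers were among those that moved. A lower share of microglia in the young female libraries, with all other cells raised evenly, would make their markers fall alike with age. The endothelial median lay 4.036 above that of the choroid plexus and ependymal markers, which excludes such an even rise as the only explanation. A lower share of microglia through RNA of only some other cell types was not tested. Homeostatic genes summed to 28670 and 25380 CPM in young female mice 2 and 5. In young female mice 1, 3 and 4 they summed to 35110 to 38040 CPM. The cells were selected with beads against CD11b, which is meant to leave choroid plexus cells and neurons behind. RNA of choroid plexus cells may contribute: with their summed level as a covariate 5.63% of the lower genes were still called, which meets the bound set beforehand, but the same covariate left 33.0% of the higher genes. The median of the lower genes went from -1.862 to -1.032 and their median standard error from 0.379 to 0.717, so the calls ended with a smaller change and a wider error, whereas the median of the higher genes went from 0.789 to 0.824. The covariate differs with age in females, and a control for this was added after the values were seen, so the test cannot tell. With neuron markers as the covariate 15.2% of the lower and 18.0% of the higher genes were kept, with medians of -0.842 (standard error 0.632) and 0.602, which cannot tell either. Of the lower genes, 1254 and 1209 kept their sign.

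Young female mouse 3 and young male mouse 5 had the fewest genes detected. Lower depth was tested by thinning all libraries to 17275616 counts, where these had 17631 and 17929 genes against 20407 to 27161 in the others, which excludes it. Degraded or scarce input RNA and a biological difference were not tested.

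The other results are given as values. Single mice stood apart from the other 4 of their group by Dixon's criterion in 37 of 488 groups examined, where chance gives 24.4. Old male mouse 1 was lowest for the DAM2 list (2056 CPM), the lysosome list (32730 CPM), Cd63 (99.16 CPM), Ctsa (559.3), Ctsb (1603), Ctsd (3380), Ctsz (605.1), Lamp1 (685.8) and Ldha (62.38 CPM). Old female mouse 5 stood apart in mitochondrial mRNA (1.28% of counts against 1.06% to 1.11%), mitochondrially encoded respiratory genes (13280 CPM), oligodendrocyte precursor markers (73.22 CPM), Ddx3y (0.0592 CPM) and Ogdh (117.6 CPM). Old female mouse 3 had 2748 CPM of B cell markers and 11.23 CPM of erythrocyte markers, old female mouse 4 had 2235 CPM of interferon response genes, 3128 CPM of C1qb and 2099 CPM of Itgam, and old female mouse 2 had 557 CPM of Cd68, 478.6 CPM of Cd9 and 34.98 CPM of Idh3a. Old male mouse 2 had 19110 CPM of ribosomal protein genes, old male mouse 3 had 95.49 CPM of neutrophil markers, and old male mouse 4 had 2114 CPM of Itgam. Young male mouse 4 stood apart in Cd55 (7.068 CPM), Cd59b (0.2094), Hk1 (75.92) and Lyz2 (327.7 CPM), young male mouse 3 in the complement list (8841 CPM) and Cd9 (229.9 CPM), young male mouse 5 in Ank (29.68 CPM) and Fabp5 (0.3163 CPM), and young male mouse 2 in neuron markers (219.5 CPM). Young female mouse 4 had 20.34 CPM of neutrophil markers, young female mouse 3 had 0.8231 CPM of Cst7 and young female mouse 5 had 3.515 CPM of Gm1673.

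The aging change differed between the sexes for 14 genes by the interaction test, given as the female minus the male log2 fold change: Plaur (1.71), Lpl (1.71), Igf1 (1.49), Csf1 (1.13), Rftn1 (1.07), Nid2 (-1.04), Acaca (1.00), St14 (0.98), Fn1 (0.89), Slc15a3 (0.78), Pld3 (0.74), Ctsd (0.71), Ctsb (0.69) and Ctsz (0.69). By camera on the same term, lists with a larger rise in females had medians of 0.22 (ribosomal proteins), 0.15 (translation factors), 0.24 (lysosome), 0.22 (phagocytosis), 0.44 (complement), 0.69 (DAM1), 0.95 (DAM2), 0.70 (interferon), 0.56 (MHC class I), 1.11 (cytokines), 0.32 (lipid handling), 0.44 (proliferation), 0.92 (monocytes), 1.53 (T and NK cells) and 0.30 (Xist and genes that escape X inactivation). Lists lower in females on that term had medians of -0.40 (mitochondrially encoded respiratory genes), -0.42 (neurons), -0.56 (astrocytes), -0.58 (mural cells) and -2.76 (choroid plexus and ependymal cells). The T and NK cell markers summed to 39.6 CPM or less in each library, so their median of 1.53 rests on low counts. With an estimated correlation the calls of DAM2 and cytokines held, and those of the other lists were lost (adjusted p = 0.107 to 0.438). Without the 5 young mice that stand apart, the calls were lost for ribosomal proteins (0.512), translation factors (0.44), phagocytosis and complement (0.141 for each), mitochondrially encoded respiratory genes (0.558), astrocytes (0.154), mural cells (0.445), monocytes (0.31), T and NK cells (0.116) and Xist with genes that escape X inactivation (0.141).

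Lists outside the paper's topics passed camera with age at the preset correlation. With an estimated correlation the calls that held were cytokines in females and interferon, MHC class I and cytokines in males, and the others were lost (adjusted p = 0.0738 to 0.589 in females and 0.0672 to 0.43 in males). In females their medians were 2.08 (interferon), 1.09 (MHC class I), 0.78 (MHC class II), 1.88 (cytokines), 0.29 (lipid handling), 0.11 (nuclear respiratory genes), -0.50 (mitochondrially encoded respiratory genes), 0.79 (proliferation), -1.18 (neurons), -0.78 (astrocytes), -0.96 (mural cells), -3.99 (choroid plexus and ependymal cells), 1.36 (monocytes), 2.25 (neutrophils) and 2.90 (T and NK cells). In males they were 1.14 (interferon), 0.55 (MHC class I), 0.64 (MHC class II), 0.80 (cytokines), 0.06 (lipid handling), 0.13 (nuclear respiratory genes), 0.16 (proliferation), -0.69 (neurons), -0.66 (border macrophages), 0.62 (monocytes) and 0.76 (neutrophils). The T and NK cell markers summed to 8.245 to 39.6 CPM in old females and 4.406 to 22.08 CPM in young females, so the ranges overlapped. Neutrophil markers summed to 5.86 to 83.92 CPM and 1.698 to 20.34 CPM in the same groups. The medians of both lists in females rest on low counts.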

How the results depend on the processing

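Fits without the libraries with few genes, without young female mice 2 and 5 and without the 5 young mice that stand apart were chosen after the data were seen. The female aging count stayed within 1.5 times of 2927 under every setting (2136 to 3730 with 1 mouse left out). The male aging count of 726 was 1190 with DESeq2, 1131 with the other-cell score and 433 at a fold change of 1.5 (507 to 864 with 1 mouse left out). The count of 10 between the sexes in young mice was 437 without a low-count filter, 19 with all 4 groups in 1 fit and 6 without the libraries with few genes (6 to 259 with 1 mouse left out). Of the 437, 416 had a mean of at least 1 CPM. The count of 299 in old mice was 704 with DESeq2, 106 with all 4 groups in 1 fit, 75 with the score and 163 at a fold change of 1.5 (165 to 383). Aging-associated genes, 3958, were 2433 at a fold change of 1.5 (3277 to 4332). Sex-associated genes, 26, were 43 with DESeq2, 111 without a filter, 110 with voom, 72 with the score, 54 without young female mice 2 and 5, and 106 without the 5 young mice (14 to 37). The 14 genes with different aging changes were 153 with DESeq2, 27 with filterByExpr, 24 with at least 6 counts in 5 samples, 310 without a filter, 3 with voom, 27, 7 and 2 in the fits chosen later (8 to 182). With 1 mouse left out, the principal components were computed anew. Age then held 16.3% to 71.2% of the first component's variance, and sex among old mice 2.5% to 78.5%. The share of genes with the larger change in females was 74.3% without the 5 young mice and 79.6% to 87.2% with 1 mouse left out. Causes were not tested, except that fewer genes pass a larger fold change by construction.

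With the mouse number as a block, the counts were 22 between the sexes in young and 529 in old mice, 87 sex-associated genes and 96 with different aging changes. Of 30 pairs of libraries with the same number, 7 correlated above 0.1 (-0.326 to 0.233). The median correlation was 0.051 for these pairs and -0.0065 for the other pairs. Of 20 libraries, 4 correlated best with their own number. These values do not show a pairing by number. They cannot exclude a shared day or batch, which the sources used here do not give.

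Lists whose direction turned had these camera adjusted p values. Between the sexes in young mice, without young female mice 2 and 5: lysosome 0.83, phagocytosis 0.711 and homeostatic 0.952. Without the 5 young mice: ribosomal proteins 0.00136, lysosome 0.0714, phagocytosis 0.148, DAM2 0.915, homeostatic 0.189, cytokines 0.948, mitochondrially encoded respiratory genes 0.76, astrocytes 0.772 and monocytes 0.985. In old mice with the score: endothelial 0.441. For the interaction, genes lowered in DAM had 0.00699 and 0.0018 in these 2 later fits and homeostatic genes 0.00554 in the last. For single genes, 9484 comparisons kept their call, 179 gained and 224 lost one under the settings planned, and 906, 13 and 38 under those added. For lists these were 4091, 119 and 185, and 323, 19 and 48. The preset correlation of camera decides many list calls, as given beside them. Depth limits genes such as Cd59b, at 0.243 CPM or less in each group.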

Differences from the paper's values

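Counts are at the paper's false discovery rate of 5%. The paper called its genes with DESeq2, whereas the main fits here used edgeR. With DESeq2, log2 fold changes of its listed sex-associated and old-only sex genes had a median absolute difference of 0 from the paper's. For each gene count below DESeq2 came nearest to the paper's value, so most of each gap goes with the tool. The paper reports 41 sex-associated genes and 26 were called here. The alternatives within 1.5 times were DESeq2 (43), RLE normalization (30), filterByExpr (30), at least 6 counts in 5 samples (30), and fits without young female mouse 5 (36), young male mouse 3 (28) or young male mouse 4 (37), whereas no filter (111), robust quasi-likelihood (22), voom (110), the block (87), thinning (26), the score (72) and leaving out any other mouse did not come within it. Without young female mice 2 and 5, chosen after the values were seen, the count was 54. Of the paper's 41 genes, all had the same direction here and 14 were called, or 37 with DESeq2. The paper called these genes in the same libraries, so their shared direction is not independent evidence. The paper reports 18 of the 41 genes lower in females, against 6 here. DESeq2 (19) and voom (20) were within 1.5 times, whereas RLE (6), filterByExpr (7), at least 6 counts in 5 samples (8), no filter (38), robust quasi-likelihood (6), the block (28), thinning (5), the score (36) and leaving out each mouse were not. The fits without young female mice 2 and 5 (12) and without the 5 young mice (14), chosen after the values were seen, were within it.

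The paper shows about 1200 genes for aging in males in Fig. 1, read by eye, and 726 were called here. DESeq2 (1190), filterByExpr (812), at least 6 counts in 5 samples (806), no filter (880), voom (811), the score (1131) and the fit without young male mouse 4 (864) were within 1.5 times, and RLE (707), robust quasi-likelihood (749), all 4 groups in 1 fit (578), the block (737), thinning (705) and the other fits with 1 mouse left out were not. The fit without the 5 young mice (967), chosen after the values were seen, was within it.

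The paper's supplement lists 716 genes that differ between the sexes in old mice only, against 292 here, and 724 for old mice in all, against 299. DESeq2 (694 and 704) and the block (519 and 529) were within 1.5 times. RLE (287 and 294), filterByExpr (334 and 341), at least 6 counts in 5 samples (326 and 333), no filter (401 and 447), robust quasi-likelihood (296 and 303), voom (284 and 292), all 4 groups in 1 fit (97 and 106), thinning (291 and 298) and the score (67 and 75) were not, nor was the count of 724 with any mouse left out. Of the 716 genes, all had the same direction here and 284 were called, or 690 with DESeq2. These too were called by the paper in the same libraries, so their shared direction is not independent evidence. The paper states a depth of more than 30 M reads per sample, and the median total count here is 18.6 M, a count over genes and not of reads.

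For Ldhb, Hif1a, Cd68, Lamp1, Lamp2, C5ar1 and Cd59a the paper's figures show FPKM values with ANOVA or t-tests of each gene. Adjusted p values here are over all genes of a fit, so neither the measure nor the threshold is the paper's. The paper reports lower Ldhb in old females, and its log2 fold change here was -0.17 (adjusted p = 0.224, and 0.045 with voom). The paper lists Ogdh among genes lowered in old microglia, and here it had -0.20 in females (adjusted p = 0.156, and 0.0443 with DESeq2) and -0.02 in males (adjusted p = 0.946), whereas Idh2, Idh3a and Ogdhl were called in females. Suppl. Figure 3 of the paper marks Idh2 as lower and Cs and Idh3b as higher in old males and Dlat as lower in old females. Here Idh2 had -0.19 in males (adjusted p = 0.281) and Dlat -0.09 (adjusted p = 0.738) in females, whereas Cs and Idh3b were called in males with DESeq2 (adjusted p = 0.0253 and 0.0288), filterByExpr (0.0498 for each) and at least 6 counts in 5 samples (0.0496 for each), and Idh3b with the score (0.0198). The paper reports Cd59a as lower in old microglia, and it fell here in females (adjusted p = 8.07e-06) and had an adjusted p of 0.587 in males. The paper reports a rise of C5ar1 in old microglia, which was called in females and had an adjusted p of 0.0659 in males (0.0217 with DESeq2, 0.0461 with filterByExpr, 0.0481 with at least 6 counts in 5 samples, 0.0447 without a filter and 0.0446 with robust quasi-likelihood). The paper describes the rise of Hif1a, Cd68, Lamp1 and Lamp2 as stronger in females. All rises were larger in females here, with adjusted p values for the difference of 0.157, 0.155, 0.117 and 0.31, and with DESeq2 those of Hif1a (0.016), Cd68 (0.0174) and Lamp1 (0.00792) passed, as they did without a filter (0.026, 0.00509 and 0.00414), and that of Lamp1 with the block (0.0425).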

Other observations

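Interferon response genes rose in old microglia of both sexes, among them Cxcl10 (4.56) and Ifi204 (2.84) in females and Irf7 (1.69) and Oas1a (1.81) in males. In females 34 of 34 rose (34 when adjusted over the list alone; camera adjusted p = 2.54e-27, and adjusted p = 0.0817 with an estimated correlation), and in males 24 (33; 1.19e-28, held with an estimated correlation). Old female mouse 4 had 2235 CPM of this list, against 901.8 to 1278 CPM in the other old females, and the list passed camera in females without it. MHC class I genes rose with them, H2-Q7 by 2.67 and 1.67 and the regulator gene Nlrc5 by 2.19 and 1.27, 14 of 15 in females (15 when adjusted over the list alone; camera adjusted p = 1.35e-17, and adjusted p = 0.0738 with an estimated correlation) and 12 in males (15; 4.74e-20, held). Of 24 cytokine genes, 18 rose in females (19 when adjusted over the list alone; camera adjusted p = 2.42e-21) and 10 in males (12; 9.22e-14), both held with an estimated correlation. Apoc2 (6.13) and Ch25h (4.41) were among 12 lipid handling genes that rose in females, where 1 fell (15 and 2 when adjusted over the list alone; camera adjusted p = 4.58e-09, and adjusted p = 0.0738 with an estimated correlation), and 7 rose in males (8 and 2 lower; 0.00208, and 0.216 with an estimated correlation).

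The following lists are given as counts at the adjusted p over all genes, then the camera adjusted p and that with an estimated correlation. MHC class II: 2 of 7 rose in females (0.0221 and 0.441) and 1 in males (0.000116 and 0.195). Old female mouse 3 had 2522 CPM of this list, against 536.2 to 1129 CPM in the other old females, and 2748 CPM of B cell markers, against 212.4 to 254.7 CPM, and the camera adjusted p in females was 0.198 without it and 0.0559 without young female mouse 5. Nuclear respiratory genes: 1 of 70 rose in females (0.0112 and 0.589) and 2 in males (4.51e-05 and 0.43). Mitochondrially encoded respiratory genes: 6 of 12 fell in females, or 7 with DESeq2 and 0 with voom (9 at an unadjusted p under 0.05), mt-Atp6 by 1.59 (0.000984 and 0.352). Young female mice 2, 3 and 5 had 22000, 17610 and 20330 CPM of this list and young female mice 1 and 4 had 11550 and 11360, against 10890 to 13280 CPM in old females, and the camera adjusted p was 0.872 without the 5 young mice that stand apart and 0.0642 with voom. In males 0 of 13 passed with edgeR or voom, 1 rose and 2 fell with DESeq2, and 1 rose and 6 fell at an unadjusted p under 0.05 (0.536), where the median was 0.00 and the mean 1.09. Immediate early genes, which dissociation can raise: 7 of 24 rose in females, Egr2 by 2.90 (0.075), and 2 rose and 1 fell in males (0.316). Proliferation: 8 of 26 rose in females, Mki67 by 1.05 (5.24e-09 and 0.0738), and 0 in males with edgeR, DESeq2 or voom (5 at an unadjusted p under 0.05; 0.0142 and 0.369). Homeostatic genes: 1 of 19 rose and 1 fell in females (0.881), and 2 fell in males (0.015 and 0.602). Other cells, females then males: oligodendrocytes 1 of 15 fell (0.688) and 0.725, precursors 1 of 6 rose and 2 fell (0.309) and 0.536, mural cells 1 of 10 rose and 5 fell (0.00976 and 0.312) and 0.362, border macrophages 1 of 12 rose and 3 fell (0.0584) and 5 fell (5.54e-06 and 0.195), monocytes 4 of 8 rose (6.48e-05 and 0.118) and 0 in males with edgeR or voom and 1 with DESeq2 (1 at an unadjusted p under 0.05; 0.0142 and 0.257), neutrophils 3 of 10 rose (0.00346 and 0.415) and 0 in males with edgeR, DESeq2 or voom (1 at an unadjusted p under 0.05; 0.00821 and 0.379), T and NK cells 6 of 15 rose (6.75e-05 and 0.232) and 0.0978, B cells 2 of 8 rose (0.102) and 0.678, erythrocytes 0.439 and 0.128. In females, the monocyte markers that rose numbered 4 with DESeq2 and 1 with voom, the neutrophil markers 2 and 0, and the B cell markers 0 and 1. Of a list of Xist and 4 genes that escape X inactivation, Xist and Kdm5c were higher in females in young mice (7.81e-11) and 5 of 5 in old mice (2.37e-16), and 4 of 4 Y-linked genes were lower at both ages (4.85e-34 and 1.27e-23).

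Whether other divisions of the same libraries give as many calls was tested with 100 splits per comparison, the real one included, by rules set after the counts were seen. The real split alone reached its count for aging in females (highest other 232), aging in males (8), sex in old mice (1) and aging-associated genes (85), and chance can be excluded. For sex in young mice 3 of 100 splits reached 10 genes, the highest 536, and for the interaction 2 reached 14, the highest 84. Why some other splits call several times the real count was not tested. Without young male mouse 4 the real groups gave 259 and 182 genes. That mouse had 5664 CPM of choroid plexus and ependymal markers, against 81.3 to 2253 CPM in the other young males. Whether these markers bear on the counts was not tested. For sex-associated genes 5 of 100 reached 26, the highest 524, and chance cannot be excluded for the count. It is excluded for Xist and Ddx3y, which were as labelled in 20 of 20 libraries. For the share with the larger change in females, 2 reached it, the highest other at 84.4%.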
